# Mechanical forces couple bone matrix mineralization with inhibition of angiogenesis to limit adolescent bone growth

**DOI:** 10.1038/s41467-022-30618-8

**Published:** 2022-06-01

**Authors:** Maria Dzamukova, Tobias M. Brunner, Jadwiga Miotla-Zarebska, Frederik Heinrich, Laura Brylka, Mir-Farzin Mashreghi, Anjali Kusumbe, Ralf Kühn, Thorsten Schinke, Tonia L. Vincent, Max Löhning

**Keywords:** Bone development, Cell lineage

## Abstract

Bone growth requires a specialised, highly angiogenic blood vessel subtype, so-called type H vessels, which pave the way for osteoblasts surrounding these vessels. At the end of adolescence, type H vessels differentiate into quiescent type L endothelium lacking the capacity to promote bone growth. Until now, the signals that switch off type H vessel identity and thus limit adolescent bone growth have remained ill defined. Here we show that mechanical forces, associated with increased body weight at the end of adolescence, trigger the mechanoreceptor PIEZO1 and thereby mediate enhanced production of the kinase FAM20C in osteoblasts. FAM20C, the major kinase of the secreted phosphoproteome, phosphorylates dentin matrix protein 1, previously identified as a key factor in bone mineralization. Thereupon, dentin matrix protein 1 is secreted from osteoblasts in a burst-like manner. Extracellular dentin matrix protein 1 inhibits vascular endothelial growth factor signalling by preventing phosphorylation of vascular endothelial growth factor receptor 2. Hence, secreted dentin matrix protein 1 transforms type H vessels into type L to limit bone growth activity and enhance bone mineralization. The discovered mechanism may suggest new options for the treatment of diseases characterised by aberrant activity of bone and vessels such as osteoarthritis, osteoporosis and osteosarcoma.

## Abstract (web summary)

The study shows that mechanical forces trigger secretion of the extracellular matrix protein dentin matrix protein 1 from osteoblasts. This transforms bone growth-promoting blood vessels into a quiescent subtype to limit bone growth at the end of adolescence.

## Introduction

Proper skeleton development requires a fine-tuned crosstalk between different types of cells and tissues present in bone^1^. Juvenile bones harbour highly angiogenic type H vessels, which are closely associated with and coordinate the differentiation of bone growth-mediating osteoblasts. In contrast, quiescent type L vessels are present in the adult bone^2–4^. Type H vessels are located exclusively at the sites of active bone growth, namely the ossification front (OF) and periosteum, and they are organised in columnar structure^2^. Notch signalling, Hypoxia-inducible factor 1-alpha (HIF1α) activity, blood flow speed and slit guidance ligand 3 (SLIT3) were shown to support type H vessel formation^3,5,6^. However, the mechanism that directs the switch from type H to type L vessels resulting in bone growth cessation has remained unknown. A recent study reported that endothelial cells in bone require integrins for their proper functioning and maintenance, which highlights extracellular matrix (ECM) proteins as important factors for endothelium activity^7^. Yet, little is known about further ECM proteins controlling endothelial cells in bone. Therefore, we analysed changes in the composition of ECM proteins throughout bone development.

In this work we describe the molecular mechanism that links mechanical forces and angiogenesis in bone via mechanically triggered accumulation of the extracellular matrix protein dentin matrix protein 1 (DMP1) and its regulation of vascular subtypes.

## Results

### DMP1 is a potential candidate controlling endothelial cell fate in bone

To dissect age-related changes in vascular and perivascular microenvironments during and after active bone growth, we performed laser microdissection (LMD) of single capillary with associated surrounding cells in the OF of juvenile (4-week-old) and adult (12-week-old) mice. 

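RNA from microdissected capillaries and the cells around them was sequenced from 9 mice, with 1 library per mouse. Of these, 5 were juvenile (4 weeks) and 4 were adult (12 weeks). The libraries were made with a SMART-Seq kit, which amplifies cDNA from very small amounts of RNA. The authors mapped the paired-end reads to the mouse mm10 genome with TopHat2 and Bowtie2, and deposited the number of reads counted on each Ensembl gene, without normalization. The paper's text does not name the counting program, its strand setting or the annotation release. Each library listed 39179 genes, of which 37693 have an entry in the GENCODE annotation of GRCm38 that gave the gene symbols and positions. Between 4856833 and 7398483 reads per juvenile library were counted on genes, with a median of 5706342. Adult libraries had between 5821596 and 8077362 reads, with a median of 7491182.5. A juvenile library had counts on 15721 to 16566 genes and an adult library on 14983 to 16313 genes. The 10 genes with the most counts took 24.2% to 28.5% of a juvenile library and 14.9% to 19.3% of an adult library. At these depths, 3 counts correspond to between 0.371 and 0.618 CPM, counts scaled to the library total. Reads amplified by PCR are not independent molecules, so this limit covers counting error only. The paper states that both genders were analysed together. Juvenile replicates 4 and 5 had 524 and 439 counts on the Y-linked gene Ddx3y and 11 and 1 counts on the X-linked gene Xist. In the other 7 libraries, 2965 to 6598 reads were counted on Xist and at most 1 on Ddx3y. The labels and the text give no sequencing batch or date. Ages were compared with edgeR's quasi-likelihood test after TMM normalization, with filterByExpr's default filter on low counts and Benjamini-Hochberg adjustment. Normalized counts are counts divided by the library's effective size relative to the geometric mean of the libraries, and log2 fold changes are juvenile over adult. DESeq2, which the paper used, served as an alternative.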

We developed a protocol to cut single capillary from undecalcified and unfixed bones of endothelial cell-specific GFP-reporter mice with a high RNA preservation rate to subsequently perform next-generation sequencing (NGS) (Supplementary Fig. 1a, b). Principal component analysis showed that the cells from the juvenile OF were very similar between different mice, whereas with ageing, greater heterogeneity was apparent (Supplementary Fig. 1c). 

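Spread within each age was measured on the counts after DESeq2's variance-stabilising transformation, over the 500 genes with the highest variance. The first principal component held 65.0% of the variance and the second held 11.4%. The distance of a library to the centroid of its age, scaled for the number of libraries, was 7.32 ± 0.69 log2 units (SD, n = 5) in juvenile mice. In adult mice it was 14.6 ± 2.53 log2 units (SD, n = 4). Every adult library lay farther from its centroid (11.5 to 17.6) than every juvenile library (6.36 to 8.19). The difference of 7.30 between the mean distances had the smallest p that splits of 9 values can give (two-sided exact permutation test, p = 0.00794). The splits reassigned the distances without recomputing the centroids, and distances to a shared centroid are not independent, so this p is approximate. Among the 7 libraries with more Xist than Y-linked counts, the difference was 7.59 (exact permutation test, p = 0.0286, the smallest p that 3 libraries against 4 allow). Among the alternatives measured as a distance in log2 units, it changed most on log2 CPM, where it was 19.6 (exact permutation test, p = 0.00794). Measured as 1 minus the Spearman correlation to the other libraries of the age, which has another scale, it was 0.216 (exact permutation test, p = 0.00794). Across the tested genes, which are not independent replicates, the Spearman correlation of 2 libraries averaged 0.902 within juvenile mice, 0.812 within adult mice and 0.813 between the ages. Leaving out 357 genes that mark or follow blood and marrow cells lowered the difference in distance to 5.43.

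**Figure D1:**
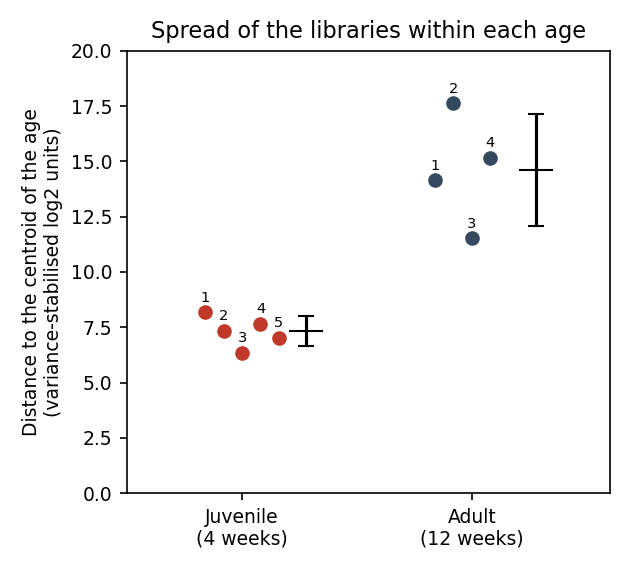
Distance of each library to the centroid of its age, in log2 units after variance stabilisation, with replicate numbers beside the points and the mean ± SD to the right of each age. The 5 juvenile libraries lie between 6.36 and 8.19 and the 4 adult libraries between 11.5 and 17.6.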

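Of the 13418 genes tested, 520 had an adjusted p under 0.05. Among them, 267 genes were higher in juvenile mice and 253 were higher in adult mice. The smallest adjusted p was 0.000154. For 1228 genes (9.15%), the normalized counts of the 2 ages did not overlap, where chance gives 1.59%. With DESeq2's default settings the number of differentially expressed genes was 1490, and 517 of the 520 genes were among them. Among the 7 libraries with more Xist than Y-linked counts, a choice made after these counts were seen, 73 genes had an adjusted p under 0.05, and 71 of them belonged to the 520. ECM genes were taken from a list of 262 genes for collagens, laminins, other matrix glycoproteins and proteoglycans. Of this list, 163 genes were tested and 31 were differentially expressed, 22 higher in juvenile and 9 higher in adult mice. The pieces hold several cell types. Mean log2 CPM of erythroid and neutrophil marker genes was higher in adult mice, by 4.00 and 5.66, though neither passed adjustment over 13 marker sets. A difference in which cells were cut cannot be told apart from a change in the expression of the ECM genes. ECM genes were overrepresented among genes higher in juvenile mice, at 13.5% of the tested ECM genes against 1.99% of all tested genes (two-sided Fisher's exact test, odds ratio 8.28, 95% confidence interval 4.94 to 13.3, p = 1.22e-12). Among genes higher in adult mice, the shares were 5.52% and 1.89% (two-sided Fisher's exact test, odds ratio 3.12, 95% confidence interval 1.38 to 6.17, p = 0.00377). Fisher's test treats genes as independent. Genes of the same cells can change together, so these p-values may be too small and the intervals too narrow. ECM genes were not matched to the other genes by expression level. When p-values were adjusted over the 163 ECM genes alone, 51 passed, of which 30 were higher in juvenile and 21 higher in adult mice. The most abundant of the labelled ECM genes, Col1a1, had normalized counts of 475826 ± 48964 (SD, n = 5) in juvenile and 183915 ± 28924 (SD, n = 4) in adult mice. Its log2 fold change was 1.37 (standard error 0.14, adjusted p = 0.000426, edgeR's quasi-likelihood test). Postn had normalized counts of 145 ± 96.3 (SD, n = 5) in juvenile and 1062 ± 734 (SD, n = 4) in adult mice, a log2 fold change of -2.87 (standard error 0.55, adjusted p = 0.0136, edgeR's quasi-likelihood test). Bglap and Bglap2, both higher in adult mice, are near-identical paralogs whose reads the counting could have split, so their values are uncertain.

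**Figure D2:**
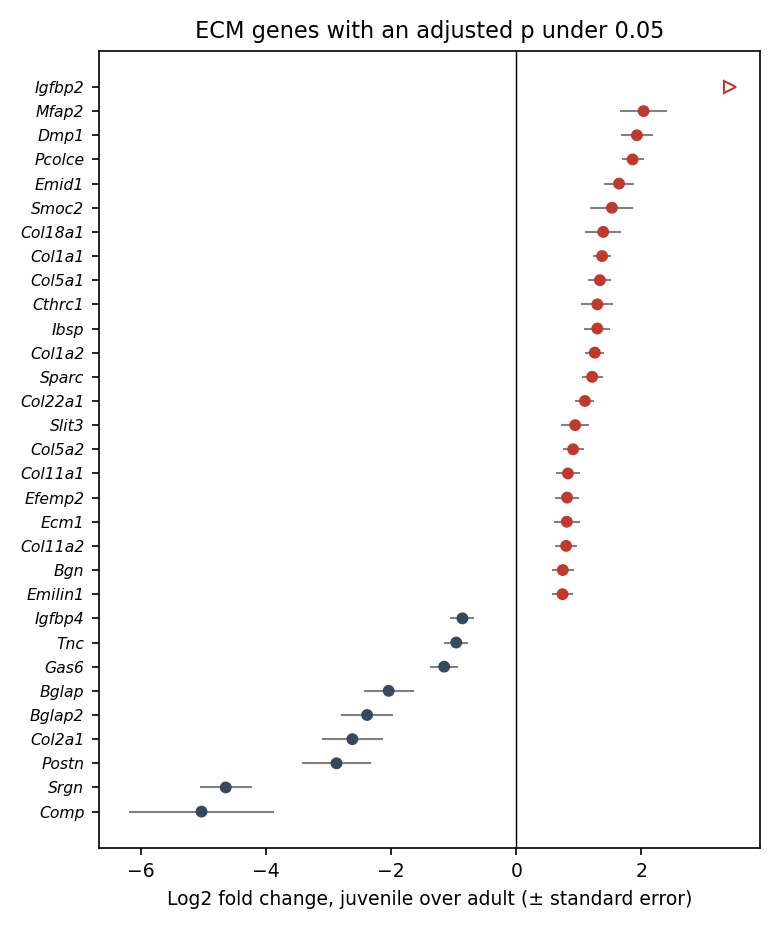
Log2 fold change, juvenile over adult, of the 31 differentially expressed ECM genes (points, with the standard error as bars), red where higher in juvenile and dark where higher in adult mice. Igfbp2, with 0 counts in every adult library and 9 to 45 counts in juvenile libraries, is drawn as an open triangle at 3.41, a lower bound computed against a floor of 3 counts.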

To identify candidates from the list of differentially expressed genes with a potential of regulating type H vasculature, we focused on ECM proteins (Fig. 1a, b and Supplementary Fig. 1d). 

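Dmp1 (ENSMUSG00000029307) lies on the plus strand of chromosome 5 of GRCm38, from 104202613 to 104214102. Between 2430 and 14045 reads per library were counted on it. Its normalized count was 8896 ± 2903 (SD, n = 5) in juvenile and 2339 ± 535 (SD, n = 4) in adult mice. The log2 fold change was 1.93 (standard error 0.25, adjusted p = 0.00203, edgeR's quasi-likelihood test). Every juvenile library, with 5426 to 12698 normalized counts, lay above every adult library, with 1911 to 3095 (two-sided exact permutation test on log2 values, p = 0.00794). With each library left out in turn, the log2 fold change stayed between 1.76 and 2.07. The 3 juvenile libraries with more Xist than Y-linked counts had at least 9167 normalized counts. Compared with the adult libraries, these 3 gave a log2 fold change of 2.21 (standard error 0.21, adjusted p = 0.0074, edgeR's quasi-likelihood test). Over the 14 alternatives with all 9 libraries the adjusted p was 2.65e-11 to 0.00426. On the log2 scale the normalized counts averaged 13.05 ± 0.49 (SD, n = 5) and 11.17 ± 0.31 (SD, n = 4). When counts were scaled with DESeq2's size factors instead, the means were 12.99 ± 0.50 (SD, n = 5) and 11.12 ± 0.31 (SD, n = 4), and the values of all 9 libraries equalled those in the paper's source data for Fig. 1b. Dmp1 expression relative to the mean of 12 osteoblast marker genes remained higher in juvenile mice, by 1.63 on the log2 scale (exact permutation test, p = 0.00794). The set itself differed by 0.255 as a mean and by -0.397 as a median, juvenile minus adult. Single ECM genes moved both ways, such as Col1a1 (log2 fold change 1.37) and Bglap (-2.04), so another reference could give another value.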

DMP1 appeared to be a promising candidate because of its reported angiogenesis-modulating activity in a retina tumour model^8^.

**Fig. 1:**
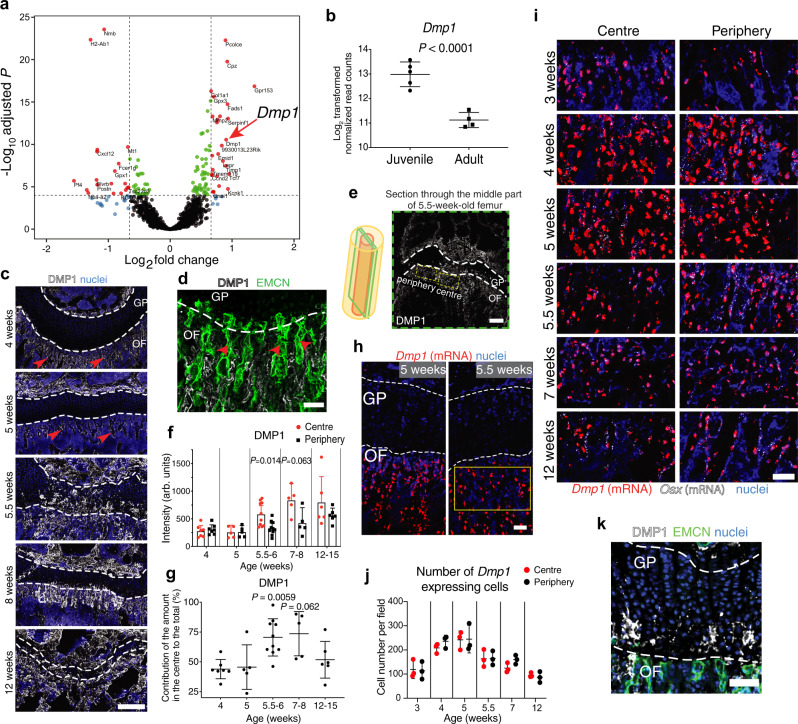
Burst in DMP1 secretion from osteoblasts into ECM at the OF-GP border during periadolescence. **a** Volcano plot of significantly differentially expressed genes in juvenile (4 weeks, *n* = 5) versus adult (12 weeks, *n* = 4) capillary with surrounding cells from the ossification front (OF) (mean expression value >500, red: Log_2_ FC > 0.66, *P* < 10^−5^). **b**, Log_2_ transformed number of reads mapped to the *Dmp1* gene. **c** DMP1 immunostaining in the OF throughout postnatal bone development. Red arrows point at DMP1 at the OF base. Scale bar 250 µm. **d** DMP1 and endomucin (EMCN) immunostaining of the OF from 5-week-old femur. Red arrows point at type H vessels. Scale bar 50 µm. **e** Schematic depiction of the femur with a green plane going through the centre of the bone, where DMP1 secretion is observed. Example of DMP1 immunostaining of a section taken from the middle part of the femur, showing the definition of the central and peripheral regions used for further automated quantification. Scale bar 250 µm. **f** Quantification of DMP1 staining intensity in the centre and periphery of the OF throughout bone development. Mean ± SD. **g** Quantification of the contribution of the central and peripheral part to the total DMP1 amount. Mean ± SD. **f**, **g** at 4 weeks *n* = 7, 5 weeks *n* = 5, 5.5–6 weeks *n* = 10, 8 weeks *n* = 5, 12–15 weeks *n* = 6. Pooled data from five independent experiments. *P* values show the significance between the intensity in the centre versus periphery for every mouse (paired analysis). Two-tailed Wilcoxon matched-pairs signed-rank test. **h** *Dmp1* mRNA (RNAScope) of the central regions of OF and GP from 5- and 5.5-week-old femurs. Lack of *Dmp1* expression in chondrocytes of the GP; yellow frame indicates the region shown in **i**. Scale bar 50 µm. **i** RNAScope images of *Dmp1*, Osterix (*Osx*), and *Runx2* (only depicted in Supplementary Fig. 2c). Scale bar 50 µm. **j** Number of *Dmp1*-expressing cells in the central and peripheral region of the OF based on RNAScope images. *n* = 3 per age. Pooled data from two independent experiments. Mean ± SD. **k** DMP1 and EMCN immunostaining of 5.5-week-old femur. Infiltration of DMP1 from the OF into the GP. Scale bar 50 µm. **b**, **f**, **g**, **j** Source data are provided in Source Data file.

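The labels of 25 genes in Fig. 1a could be read, and each of these genes had an adjusted p under 0.05, with 15 higher in juvenile and 10 higher in adult mice. Nmb (ENSMUSG00000025723, chromosome 7) had 221 ± 43.9 normalized counts (SD, n = 5) in juvenile and 1000.4 ± 99.7 (SD, n = 4) in adult mice. Its log2 fold change was -2.18 (standard error 0.21, adjusted p = 0.000206, edgeR's quasi-likelihood test). Exons of Nmb overlap those of Sec11a on the same strand, so reads of either gene could have been counted on the other. For H2-Ab1 (ENSMUSG00000073421, chromosome 17), normalized counts were 274 ± 62.6 (SD, n = 5) in juvenile and 1757 ± 455 (SD, n = 4) in adult mice, a log2 fold change of -2.68 (standard error 0.24, adjusted p = 0.000159, edgeR). Pcolce (ENSMUSG00000029718, chromosome 5), whose exons overlap those of Fbxo24, had 9262 ± 768 (SD, n = 5) normalized counts in juvenile and 2553 ± 549.6 (SD, n = 4) in adult mice, a log2 fold change of 1.86 (standard error 0.18, adjusted p = 0.000206, edgeR). Cpz (ENSMUSG00000036596, chromosome 5) had 2407 ± 391 (SD, n = 5) and 633 ± 117 (SD, n = 4) normalized counts and a log2 fold change of 1.93 (standard error 0.19, adjusted p = 0.000265, edgeR). Gpr153 (ENSMUSG00000042804, chromosome 4) had the highest log2 fold change of the 25 genes, 2.98 (standard error 0.32, adjusted p = 0.000546, edgeR), and Pf4 (ENSMUSG00000029373, chromosome 5) the lowest, -6.60 (standard error 1.01, adjusted p = 0.00406, edgeR). The adult libraries spread from 360.3 to 12147 normalized counts of Pf4. For Cxcl12 the log2 fold change was -2.59 (standard error 0.37, adjusted p = 0.00283, edgeR). The gene labelled 9930013L23Rik, listed as Cemip in the annotation, was higher in juvenile mice, with a log2 fold change of 1.77 (standard error 0.24, adjusted p = 0.00239, edgeR). Kcnk1 was lower in adult replicate 1, at 63.1 normalized counts, than in the other adult libraries, at 273 to 309.8. Hba-a2 has a near-identical copy with which its reads could be shared. From the list of differentially expressed genes the paper turned to ECM proteins, and it reasons that DMP1 appeared to be a promising candidate because it had been reported to modulate angiogenesis in a retina tumour model.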

DMP1 is known as an essential player in matrix mineralisation^9,10^. Our detailed analysis of DMP1 protein localisation throughout postnatal bone development showed that until 5 weeks of age, the protein was mainly localised at the base of the zone of type H vessels in the OF (Fig. 1c, d). Unexpectedly, at the age of 5.5–6 weeks, a burst in DMP1 secretion into ECM occurred primarily in the central top part of the OF also reaching the growth plate (GP) (Fig. 1c, e–g and Supplementary Fig. 2a). We performed quantifications of protein staining intensities within central and peripheral regions of interest in the OF (Fig. 1f, g and Supplementary Fig. 2b). During late postnatal bone maturation with increasing age, the DMP1-occupied area spread from the centre towards the periphery of the OF. Finally, by the age of 12 weeks, the whole metaphysis together with the GP were interspersed with DMP1 (Fig. 1c, f, g). This behaviour was seen irrespective of sex.

To identify the main cellular source of DMP1 in the OF-GP area at different ages, we established a method for RNAScope in bone. Co-hybridisation was performed with probes for *Dmp1* together with *Runx2* for early osteoblasts, osterix (*Osx* or *Sp7*) for mature osteoblasts and sclerostin (*Sost*) for osteocytes (Supplementary Fig. 2c). Sclerostin expression was not found in the OF but only in the cortical bone. At all analysed stages in the OF-GP region, *Dmp1* mRNA was only detected in the OF area but never in the chondrocytes of the GP, including time points directly before (5 weeks) and during the burst in DMP1 protein secretion (5.5 weeks) (Fig. 1h and Supplementary Fig. 2f). *Dmp1* mRNA was mainly found in *Osx*^+^ cells and to a lesser extent in *Runx2*^+^ cells at all examined time points, which identifies osteoblasts as the main producer of DMP1 in the metaphysis (Supplementary Fig. 2d, e). The number and intensity of *Dmp1*-expressing cells peaked at 4–5 weeks (Fig. 1i, j and Supplementary Fig. 2g). Yet, there was no difference at the level of *Dmp1* gene expression between the central and peripheral parts of the OF, indicating that the observed differences in DMP1 amounts between these regions emerged rather at the protein level (cf. Fig. 1c, f, g). This observation goes in line with previous reports that the control of DMP1 availability and function mainly takes place at the posttranslational rather than transcriptional level^11–13^ explaining the discrepancy in the timing of mRNA and protein peaks (Fig. 1c, f, g, i, j). Together, these data demonstrate that the burst in DMP1 secretion from osteoblasts in the OF centre at the age of 5.5–6 weeks is controlled at the protein level and DMP1 likely diffuses from the OF to the GP (Fig. 1k).

### DMP1 transforms type H vessels into type L

In addition to secreting osteogenic factors^3^, tip cells of type H vessels secrete matrix metalloproteinase 9 (MMP9) that digests cartilage matrix and allows vessel bulges to invade GP cartilage, thereby facilitating bone growth^4^. We noticed that DMP1 accumulation in the OF centre at 5.5–6 weeks correlated with a decrease in endomucin (EMCN) intensity and reduced amounts of MMP9 at the OF-GP border. This was associated with the disappearance of bulges and columnar structure of the vessels (Fig. 2a, b and Supplementary Fig. 3). Hence, all main features of type H vessels were downregulated. Importantly, at 5.5–6 weeks, these changes occurred only in the central part of the OF.

**Fig. 2:**
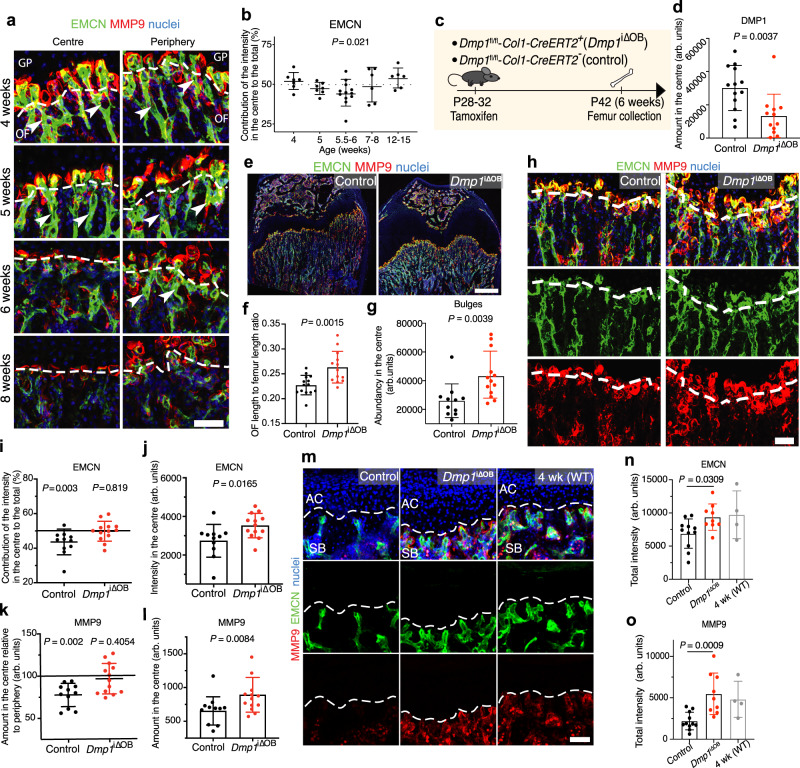
DMP1 transforms active type H vessels into quiescent type L in the OF and in subchondral bone. **a** EMCN and MMP9 immunostaining of femur. Dashed line shows the OF-GP border. White arrows point at type H vessels. Scale bar 50 µm. **b** Quantification of the contribution of the central and peripheral parts to the total EMCN intensity. At 4- and 5-weeks *n* = 7, 5.5–6 weeks *n* = 12, 8 weeks *n* = 6, 12–15 weeks *n* = 6. Pooled data from six independent experiments. *P* value shows the significance between the intensity in the centre versus periphery for every mouse (two-tailed paired *t*-test). Mean ± SD. **c** Experimental scheme to induce *Dmp1* deletion by Tamoxifen injection. **d** Quantification of DMP1 amount in the OF centre of control and osteoblast-specific inducible *Dmp1*-deleted (*Dmp1*^i∆OB^) mice. Two-tailed Mann–Whitney test. **e** EMCN and MMP9 immunostaining of 6-week-old control and *Dmp1*^i∆OB^ femurs. Scale bar 500 µm. **f** Quantification of ossification front length to femur length ratio in control and *Dmp1*^i∆OB^ mice. **d**, **f** Control *n* = 14, *Dmp1*^i∆OB^ *n* = 13. **g** Quantification of bulges by measuring the total EMCN intensity in the central GP in control and *Dmp1*^i∆OB^ mice. Two-tailed Mann–Whitney test. **h** EMCN and MMP9 immunostaining of femur in 6-week-old control and *Dmp1*^i∆OB^ mice. Dashed line shows the OF-GP border. Scale bar 50 µm. **i** Quantification of the central to peripheral intensity ratio of EMCN in control and *Dmp1*^*i*∆OB^ OF. **j** Quantification of the total central EMCN intensity in control and *Dmp1*^i∆OB^ group. **k** Quantification of MMP9 at the OF-GP border in control and *Dmp1*^*i*∆OB^ femurs. **i**–**k** Two-tailed paired *t*-test. **l** Quantification of the total central MMP9 amount at the OF-GP border in control and *Dmp1*^i∆OB^ group. Two-tailed Mann–Whitney test. **g**–**l** Pooled data from three independent experiments. Control *n* = 11, *Dmp1*^*i*∆OB^ *n* = 13. Age: 6 weeks. Mean ± SD. **m** EMCN and MMP9 immunostaining of 6-week-old control, *Dmp1*^i∆OB^ and 4-week-old WT subchondral bone (SB) with articular cartilage (AC). Dashed line indicates the SB-AC border. Scale bar 50 µm. **n** Quantification of the total EMCN intensity at the SB-AC border. **o** Quantification of the total MMP9 intensity around the vessels at the SB-AC border. **m**–**o** Pooled data from two independent experiments. Control *n* = 11, *Dmp1*^i∆OB^ *n* = 9, 4-week-old WT *n* = 4. Mean ± SD. **b**, **d**, **f**, **g**, **j**–**l**, **n**, **o** Source data are provided in Source Data file.

To study whether DMP1 directly regulates bone angiogenesis and growth, we generated mice with a constitutive and an inducible deletion of *Dmp1* (Supplementary Fig. 4). Constitutive *Dmp1*-deficient mice were smaller with shortened and widened long bones (Supplementary Fig. 4c–f) as had been described before^9,14^, and they featured a disorganized OF and GP (Supplementary Fig. 5a). The blood vessels in the OF were dilated and had very high EMCN and MMP9 intensity, even in adulthood, though the columnar structure was lost already in juvenile bones (Supplementary Fig. 5c, d). This finding suggests that, presumably via its matrix mineralisation activity, DMP1 provides a scaffold for columns of type H vessels. The phenotype of *Dmp1*^+/−^ mice was identical to *Dmp1*^+/+^ mice, which indicates that one *Dmp1* allele generates sufficient DMP1 protein (Supplementary Figs. 4c, d and 5b). This result is consistent with human genetic studies where it was shown that mutations in the *DMP1* gene cause autosomal recessive hypophosphatemia^15^. OSX^+^ and RUNX2^+^ osteoblasts were present in the OF to a similar extent as in the wild-type group indicating that DMP1 is not required for osteoblast differentiation and maturation^16^ (Supplementary Fig. 5a, b). Notably, the GP of *Dmp1*^-/-^ mice exhibited an expanded pre-hypertrophic and hypertrophic zone (RUNX2^+^ and SOX9^+^) (Supplementary Fig. 5a). We assume that this phenotype is caused by the lack of proper vessel invasion due to the loss of vessel architecture.

To test whether DMP1 induces the switch from type H to type L vessels, we generated a *Dmp1*-floxed mouse line and crossed it with *Col1-CreERT2* mice to ablate *Dmp1* in an inducible manner selectively in osteoblasts (*Dmp1*^i∆OB^) upon tamoxifen injection (Supplementary Fig. 4g–i). Deletion of *Dmp1* was performed at P28-32 to allow normal formation of the OF together with the columnar structure of blood vessels (Fig. 2c). Tamoxifen treatment led to ~75% reduction of *Dmp1* mRNA expression by week 6 (P42) (Supplementary Fig. 6a, b) and reduced the amount of DMP1 protein in the OF centre by ~70% (Fig. 2d and Supplementary Fig. 6c). The body weight was not affected (Supplementary Fig. 6d). Yet, long bones of *Dmp1*^i∆OB^ mice featured an enlarged metaphysis with overall increased EMCN and MMP9 intensities (Fig. 2e, f and Supplementary Fig. 6e). In line with the femur phenotype of constitutive *Dmp1*-deficient mice (cf. Supplementary Fig. 4d, f), also *Dmp1*^i∆OB^ femurs were slightly shorter than control femurs by the age of 6 weeks, presumably reflecting the key role of DMP1 in matrix mineralisation and bone architecture (Supplementary Fig. 6f). Nevertheless, detailed analysis showed that the deletion of *Dmp1* in osteoblasts arrested the age-related maturation of the OF. Specifically, type H vessels together with bulges were preserved in the central part of the OF in *Dmp1*^i∆OB^ mice (Fig. 2g, h). Moreover, the difference in EMCN and MMP9 intensity between the central and peripheral parts of the OF was absent in *Dmp1*^i∆OB^ femurs (Fig. 2i, k). The overall EMCN intensity and MMP9 amount in the OF centre were higher in *Dmp1*^i∆OB^ samples compared with the control group (Fig. 2j, l). As expected, von Kossa staining showed reduced mineralisation of the OF in *Dmp1*^i∆OB^ femurs, confirming the crucial importance of DMP1 for bone calcification (Supplementary Fig. 6g, h, j).

In line with the phenotype of *Dmp1*^i∆OB^ mice at the OF, analysis of subchondral bone revealed that *Dmp1* deletion at 4 weeks led to preserved density of EMCN^+^ vessels and high amounts of MMP9 around the vessel tips underneath the articular cartilage by week 6 (Fig. 2m-o). Control mice featured significantly reduced vessel activity in subchondral bone, whereas *Dmp1*^i∆OB^ samples were very similar to 4-week-old wild-type subchondral bone. Thus, deletion of *Dmp1* at 4 weeks prevented the development-associated switch from active to quiescent vessel fate not only at the OF but also in subchondral bone. The mineralisation of subchondral bone was also reduced in *Dmp1*^i∆OB^ femurs (Supplementary Fig. 6g, i, k). Hence, we cannot formally exclude that the reduced mineralisation contributes to some extent to the observed phenotype in *Dmp1*^i∆OB^ bones. Nevertheless, our results suggest that DMP1 is involved in the inhibition of angiogenesis in long bones and in the transformation of active type H into quiescent type L vessels, which results in reduced EMCN and MMP9 expression and loss of vessel bulges.

### DMP1 inhibits VEGF signalling in the ossification front in vivo and in endothelial cells in vitro

Vascular endothelial growth factor (VEGF) signalling is crucial for angiogenesis and bone growth^17–19^. The proliferation of the chondrocytes in the proliferative layer of the GP allows the bone to elongate, whereas the hypertrophic chondrocytes in the bottom layer express high amounts of VEGFA, which drives the invasion of type H vessels into the GP, thus leading to the progression of the ossification front^17,18^. To test whether DMP1 has VEGF-inhibiting properties in bone, we studied phosphorylation of the main VEGF receptor VEGFR2 (pVEGFR2) along with DMP1 accumulation in ECM. Local DMP1 amounts negatively correlated with the amount of pVEGFR2 (Fig. 3a and Supplementary Fig. 7). The VEGFR2 phosphorylation level in 4- to 5-week-old mice was equal across the OF. However, at 5.5-6 weeks we observed a marked reduction in the amount of pVEGFR2 in the central part of the OF in wild-type mice. This difference was largely lost in *Dmp1*^i∆OB^ mice, and the overall intensity of pVEGFR2 in the OF centre was higher (Fig. 3b–d). Of note, the total level of VEGFR2 protein was not affected by *Dmp1* deletion (Fig. 3e, g).

**Fig. 3:**
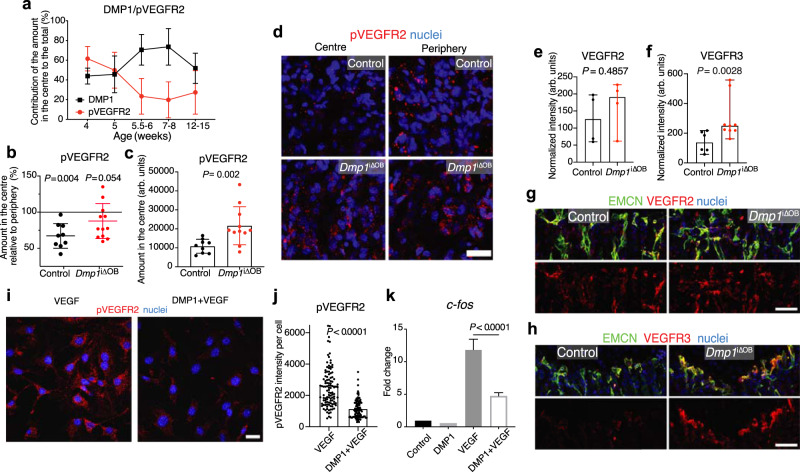
Extracellular DMP1 inhibits VEGF signalling in the OF in vivo and in endothelial cells in vitro. **a** Quantification of the centre to periphery ratio of phosphorylated VEGFR2 (pVEGFR2) and DMP1 amount at different ages. At 4 and 5 weeks *n* = 7, 5.5-6 weeks *n* = 6, 8 weeks *n* = 5, 12–15 weeks *n* = 4. Pooled data from three independent experiments. Mean ± SD. **b** Quantification of pVEGFR2 amount in the centre relative to periphery in control and *Dmp1*^i∆OB^ OF. Two-tailed Wilcoxon matched-pairs signed-rank test. **c**, Quantification of the total central pVEGFR2 amount in control and *Dmp1*^i∆OB^ group. Two-tailed unpaired *t*-test. **b**, **c** Pooled data from three independent experiments. Control *n* = 9, *Dmp1*^i∆OB^ *n* = 11. Age: 6 weeks. Mean ± SD. **d** pVEGFR2 immunostaining showing no decrease of pVEGFR2 in the OF centre of *Dmp1*^i∆OB^ femurs in contrast to control femurs at 6 weeks of age. Scale bar 25 µm. **e** Quantification of VEGFR2 intensity in EMCN^+^ endothelial cells in the OF of control and *Dmp1*^i∆OB^ mice. Control *n* = 4, *Dmp1*^i∆OB^ *n* = 4. Pooled data from two independent experiments. Two-tailed Mann–Whitney test. Median ± range. **f** Quantification of VEGFR3 intensity in the OF of control and *Dmp1*^i∆OB^ mice. Control *n* = 6, *Dmp1*^i∆OB^ *n* = 9. Pooled data from three independent experiments. Two-tailed Mann–Whitney test. Median ± range. **g**, **h** VEGFR2 and EMCN (**g**) and VEGFR3 and EMCN (**h**) immunostaining of the OF centre in 6-week-old control and *Dmp1*^i∆OB^ mice. Scale bar 50 µm. **i** pVEGFR2 immunostaining of bEnd.3 cells, which were either treated with VEGF only (left) or pre-treated with DMP1 (40 nM) for 3 h before adding VEGF (50 ng/ml). Scale bar 25 µm. **j** Quantification of the pVEGFR2 intensity per cell of bEnd.3 cells, which were either treated with VEGF only or pre-treated with DMP1 before adding VEGF. Two-tailed Mann–Whitney test. Mean. **k** qPCR of *c-fos* expression, one of the target genes of VEGF signalling, in bEnd.3 cells, which were treated either with DMP1 only, or with VEGF only, or first with DMP1 and then with VEGF. Tukey’s multiple comparisons test. Mean + SD. **i**–**k** Representative plots of 2 independent experiments. **a**–**c**, **e**, **f**, **j**, **k** Source data are provided in Source Data file.

Previous studies showed that VEGFR2 activation induces *Flt4* (VEGFR3) expression in endothelial cells^20,21^. VEGFR3 is usually highly upregulated in endothelial tip cells, where it is required for vessel sprouting^7,20,22^. Bulges in the GP of *Dmp1*^i∆OB^ mice stained strongly with VEGFR3 compared with remaining bulges of control mice (Fig. 3f, h). This result suggests that osteoblast-released DMP1 downregulates VEGFR3 in endothelial tip cells most likely by interference with VEGFR2 signalling, thus leading to the loss of vessel bulges. Further support came from the finding that treatment of the capillary endothelial cell line bEnd.3 with DMP1 abrogated the VEGF-induced phosphorylation of VEGFR2 and the expression of *Fos* (*c-fos*), a target gene of VEGF signalling^23^ (Fig. 3i–k). In summary, these data demonstrate that in the OF in vivo and in endothelial cells in vitro, DMP1 inhibits VEGF signalling, which is a known driver of angiogenesis and osteogenesis^19^. Taken together with previously published results^8^, we suggest that the anti-angiogenic effect of DMP1 likely is not restricted to type H vessels in bone but it rather appears to act as a general inhibitor of angiogenesis at those sites where DMP1 is present.

### DMP1 secretion correlates positively with body weight and coincides spatiotemporally with FAM20C upregulation

Hormones, especially sex hormones, are usually considered important regulators of bone growth and metabolism^24–26^. Mice achieve puberty by approximately week 6, which coincides in time with the burst in DMP1 secretion. We noticed that the extent of DMP1 release at 5.5-6 weeks varied considerably between individual mice (cf. Fig. 1f). We also noted that in mice with lower body weight than average, the burst in DMP1 secretion had not yet taken place at 5.5–6 weeks. Inversely, littermates heavier than average featured already very advanced DMP1 release at this time point (Fig. 4a). Indeed, we found a positive correlation between body weight and the extent of DMP1 secretion (Fig. 4b). DMP1 is a highly phosphorylated protein and a substrate of FAM20C kinase that exclusively mediates the phosphorylation and subsequent secretion of DMP1 into ECM in vivo^11,27,28^. Notably, in 6-week-old mice, we found more FAM20C, along with higher DMP1 accumulation, in the OF centre in comparison to the periphery, which was not the case in 4-week-old mice (Fig. 4c–e). In line with FAM20C acting upstream of DMP1, inducible *Dmp1* deletion did not impair FAM20C upregulation at the age of 6 weeks (Supplementary Fig. 8a, b). These findings suggest that mechanical loading through increasing body weight or/and muscle contractions, directly or indirectly, controls DMP1 secretion along with FAM20C upregulation.

**Fig. 4:**
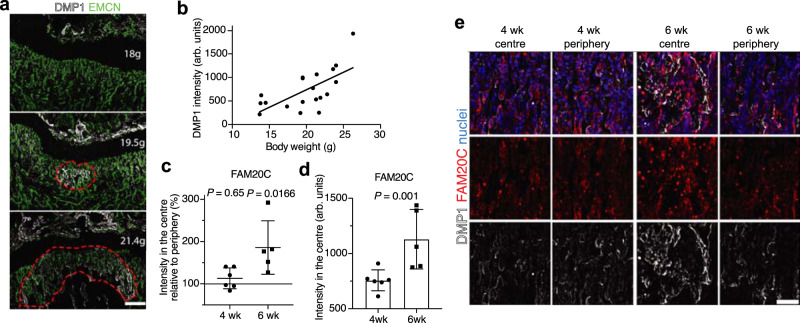
DMP1 secretion correlates positively with body weight and coincides spatiotemporally with FAM20C upregulation. **a** DMP1 and EMCN immunostaining of 5.5-week-old femurs derived from littermate mice. Red dotted line marks the area of extracellular DMP1 at the OF. Scale bar 250 µm. **b** Counterplot of body weight versus DMP1 intensity. *R*^2^ = 0.4139, *n* = 19. **c** Quantification of FAM20C intensity in the centre relative to periphery (centre + periphery) in 4- and 6-week-old femurs. Two-tailed paired *t*-test. **d** Quantification of FAM20C intensity in the centre in 4- and 6-week-old femurs. Two-tailed paired *t*-test. **c**, **d** Pooled data from two independent experiments. At 4 weeks *n* = 6, 6 weeks *n* = 5. **c**, **d** Source data are provided in Source Data file. **e** FAM20C and DMP1 immunostaining in OF of 4- and 6-week-old femurs. Scale bar 50 µm.

### Mechanical loading enhances FAM20C kinase production and DMP1 secretion

To investigate whether FAM20C production was enhanced by mechanical loading, we cultured live 400-500-µm-thick slices of 4-week-old femurs and centrifuged them twice daily on 5 consecutive days (Fig. 5a). Loading via centrifugation caused an upregulation of intracellular FAM20C protein and enhanced DMP1 secretion (Fig. 5b, c and Supplementary Fig. 8c, d). The mechanically induced FAM20C upregulation apparently occurred hormone-independently in the cultured femur slices in vitro.

**Fig. 5:**
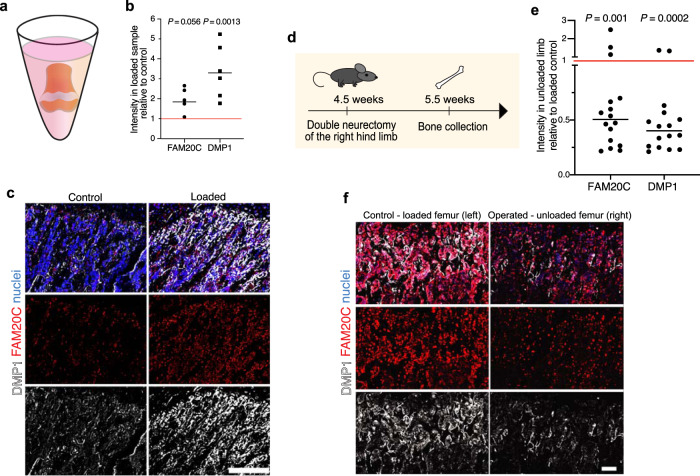
Mechanical loading enhances FAM20C kinase production and DMP1 secretion. **a** Schematic depiction of the position of a femur slice (≈500 µm thick) derived from 4-week-old mice in a well of a 96-well PCR plate filled with cell culture medium. The slices were either just cultured for 5 days (control) or exposed to loading via low-speed centrifugation (30 min. at 19 *g*) twice per day (loaded). **b** Quantification of FAM20C and DMP1 intensities in the loaded (centrifuged) samples relative to control (non-centrifuged) group (red line). Pooled data from two independent experiments. Mean, *n* = 5–6. *P* values for paired analysis of samples derived from one mouse. Two-tailed paired *t*-test. **c** FAM20C and DMP1 immunostaining of control and loaded (centrifuged) femur slices. Scale bar 100 µm. **d** Experimental setup for hind limb unloading via sciatic and femoral double neurectomy at the age of 4.5 weeks. **e** Quantification of FAM20C and DMP1 intensities in the unloaded femur relative to the loaded control (red line) at 5.5 weeeks. *P* values show significance after paired analysis of intensities derived from the same mouse. Pooled data from two independent experiments. Two-tailed Wilcoxon matched-pairs signed rank test. Median, *n* = 16. **b**, **e** Source data are provided in Source Data file. **f** FAM20C and DMP1 immunostaining of loaded (control, left hind limb) and unloaded (operated, right hind limb) femurs at 5.5 weeeks. Scale bar 50 µm.

To study if body weight- and/or muscle force-associated mechanical loading controls FAM20C production also in vivo, we unloaded one hind limb in the mouse by cutting the sciatic and femoral nerves at the age of 4.5 weeks (Fig. 5d). This results in paralysis of the affected hind limb, hence releasing it from loading through muscle contraction as well as body weight with all weight going through the contralateral (normal) side, whereas both limbs were exposed to the same hormonal environment. Unloading by double neurectomy prevented FAM20C upregulation and DMP1 secretion at 5.5–6 weeks in almost all of the operated limbs, whilst preserving normal DMP1 release on the contralateral side (Fig. 5e, f and Supplementary Fig. 8e, f). Thus, mechanical loading enhances local FAM20C production and DMP1 secretion.

### Mechanical forces trigger PIEZO1 to enhance FAM20C kinase production and DMP1 secretion

In our transcriptome analysis, we found four mechanoreceptors that osteoblasts could potentially express in the OF during late postnatal development: *Trpv4*, *Kcnk2*, *Piezo1*, *Piezo2* (Supplementary Fig. 8g). 

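All 4 genes were detected in all 9 libraries. Trpv4 (ENSMUSG00000014158, chromosome 5) was counted at 24.6 to 97.0 CPM, Kcnk2 (ENSMUSG00000037624, chromosome 1) at 12.2 to 40.9 CPM, Piezo1 (ENSMUSG00000014444, chromosome 8) at 90.2 to 164 CPM and Piezo2 (ENSMUSG00000041482, chromosome 18) at 10.7 to 53.3 CPM. The libraries hold RNA from all cells of the microdissected pieces, osteoblasts among them. Of the 4 genes, 0 had an adjusted p under 0.05 between the ages over all genes tested, while 1 had an unadjusted p under 0.05 in edgeR. That gene was Piezo1, with 993 ± 107 normalized counts (SD, n = 5) in juvenile and 673 ± 155 (SD, n = 4) in adult mice. Its log2 fold change was 0.56 (standard error 0.19, adjusted p = 0.131, edgeR's quasi-likelihood test). Adjusted over the 4 genes alone, the p-value from edgeR was 0.0473 for Piezo1, 0.079 for Trpv4 and for Piezo2, and 0.163 for Kcnk2. Log2 fold changes were 0.83 (standard error 0.38) for Trpv4, 0.59 (standard error 0.40) for Kcnk2 and 0.78 (standard error 0.38) for Piezo2, with adjusted p-values over all genes of 0.291, 0.515 and 0.313 from edgeR. Two-sided exact permutation tests gave an unadjusted p of 0.0159 for Piezo1 and for Piezo2, 0.0397 for Trpv4 and 0.0635 for Kcnk2, so 3 of the 4 genes were under 0.05 in that test. Exons of Kcnk2 overlap A430027H14Rik and exons of Piezo1 overlap Ctu2, each on the opposite strand, so reads of the overlapping gene could have been counted on them.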

Recently published studies show that in osteoblasts, mainly PIEZO1 and to a lesser extent PIEZO2 are key mechanosensors mediating anabolic effects of loading on bone^29–33^. Thus, we tested whether PIEZO1 or PIEZO2 control *Fam20c* upregulation in osteoblasts by analysis of bones of 6-7-week-old mice with *Piezo1* or *Piezo2* deficiency in *Dmp1*-expressing cells (*Piezo1*^∆*Dmp1*^ or *Piezo2*^∆*Dmp1*^). FAM20C upregulation and the resulting burst in DMP1 secretion were lost exclusively in *Piezo1*^∆*Dmp1*^ bones but normal in *Piezo2*^∆*Dmp1*^ femurs (Fig. 6a–c, d–f and Supplementary Fig. 8h, i). Osteoblast maturation and abundance were not affected by *Piezo1* deletion both at 4 and 7 weeks, as determined by the staining intensity and frequency of OSX^+^ cells in the OF (Supplementary Fig. 8j–n). 4-week-old *Piezo1*^∆*Dmp1*^ bones featured similar levels of FAM20C and DMP1 as control bones indicating that PIEZO1 mediates the loading-induced upregulation of FAM20C around periadolescence, whereas basal FAM20C expression is PIEZO1 independent (Fig. 6g–i). In addition, we compared the phenotype of *Piezo1*^∆*Dmp1*^ bones to control ones using von Kossa/van Gieson staining followed by histomorphometry at 7 weeks of age. Both assessments did not show significant differences between the groups at this age (Supplementary Fig. 8o, p). These data suggest that the enhanced FAM20C upregulation and DMP1 secretion in control bones versus *Piezo1*^∆*Dmp1*^ bones is likely to be mediated directly by PIEZO1 and not by differences in bone maturation between the two groups. To provide additional evidence and validate the involvement of PIEZO1 in the proposed mechanism, we exposed femur slices from 4-week-old *Piezo1*^∆*Dmp1*^ and Cre-negative (WT) littermate mice to loading via low-speed centrifugation as described (cf. Fig. 5a). Mechanical loading did not lead to upregulation of FAM20C or enhanced DMP1 release in *Piezo1*^∆*Dmp1*^ femur slices, while it did so in Cre-negative (WT) samples (Fig. 6j and Supplementary Fig. 8q). To conclude, mechanical forces trigger PIEZO1 to enhance FAM20C expression in osteoblasts and subsequent DMP1 secretion into ECM during periadolescence.

**Fig. 6:**
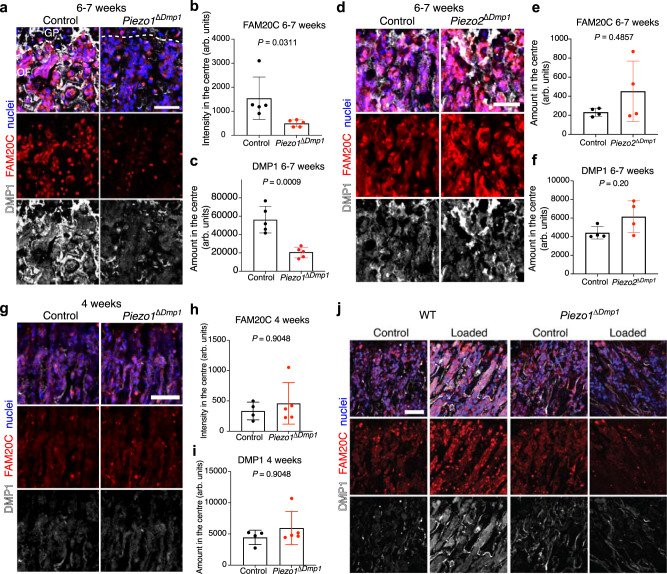
Mechanoreceptor PIEZO1 drives FAM20C upregulation in osteoblasts and DMP1 secretion during periadolescence. **a** FAM20C and DMP1 immunostaining of 6-7-week-old control and *Piezo1*^∆*Dmp1*^ OF. Scale bar 50 µm. **b**, **c** Quantification of FAM20C (**b**) and DMP1 (**c**) intensities in 6-7-week-old control and *Piezo1*^∆*Dmp1*^ OF. *n* = 5. Two-tailed unpaired *t*-test. **d** FAM20C and DMP1 immunostaining of 6-7-week-old control and *Piezo2*^∆*Dmp1*^ OF. Scale bar 50 µm. **e**, **f** Quantification of FAM20C (**e**) and DMP1 (**f**) intensities in 6-7-week-old control and *Piezo2*^∆*Dmp1*^ OF. *n* = 4. Two-tailed unpaired *t*-test. **g** FAM20C and DMP1 immunostaining of 4-week-old control and *Piezo1*^∆*Dmp1*^ OF. Scale bar 50 µm. **h**, **i** Quantification of FAM20C (**h**) and DMP1 (**i**) intensities in 4-week-old control and *Piezo1*^∆*Dmp1*^ OF. Two-tailed unpaired *t*-test. Mean ± SD. **b**, **c**, **e**, **f**, **h**, **i** Source data are provided in Source Data file. **j** FAM20C and DMP1 immunostaining of control and loaded (centrifuged) femur slices derived from 4-week-old *Piezo1*^∆*Dmp1*^ and Cre-negative (WT) littermate mice. Scale bar 50 µm.

## Discussion

In this study, we identify a two-step molecular mechanism by which mechanical forces drive the maturation of bone and vessels at the end of adolescence (Fig. 7). First, body weight-associated mechanical loading triggers the mechanoreceptor PIEZO1 to enhance the production of FAM20C kinase in osteoblasts, which induces a burst in DMP1 secretion into ECM. Second, large amounts of extracellular DMP1 inhibit VEGF signalling in the OF and transform highly angiogenic type H vessels into quiescent type L vasculature to limit bone growth activity. In parallel, extracellular DMP1 leads to rapid matrix mineralisation and strengthening of long bones^9,34^. Thus, the role of DMP1 in bone is multifaceted: it combines active inhibition of angiogenesis with mineralising activity. The discovered link between mechanical loading and FAM20C upregulation, a major kinase of the bone phosphoproteome^27,28^, provides a mechanistic explanation for the well-known positive effect of loading on bone mineralisation^35^. Furthermore, it may offer an additional mechanistic explanation for hormone-independent osteoporosis caused by lack of loading, for example in astronauts^36,37^ or after long immobilisation of a fractured bone^38^.

**Fig. 7:**
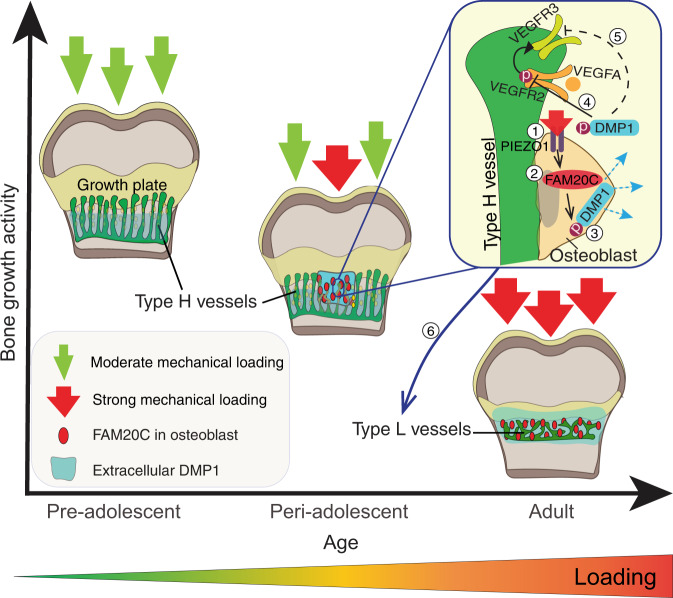
Molecular mechanism transforming type H into type L vessels to limit adolescent bone growth activity. At the age of preadolescence, body weight-associated mechanical loading at the OF-GP border is only moderate, thus allowing the tip cells of type H vessels to invade the GP and promote bone elongation. During periadolescence, mechanical loading through increased body weight and/or muscle contractions triggers the mechanoreceptor PIEZO1 (1) to enhance the production of FAM20C kinase (2) in osteoblasts, which induces a burst in DMP1 secretion into extracellular matrix (3). Large amounts of extracellular DMP1 inhibit VEGF signalling in the OF by preventing the phosphorylation of VEGFR2 (4) and – presumably indirectly via reduced activation of VEFGR2 – the expression of VEGFR3 (5) on the tip cells of type H endothelium. Hence, highly-angiogenic type H vessels are transformed into quiescent type L vasculature to limit bone growth activity (6). In parallel, extracellular DMP1 leads to rapid matrix mineralisation and strengthening of long bones.

Growth-promoting type H vessels have received much attention in the last years because of their substantial clinical potential^6,39^. Our finding that inducible *Dmp1* deletion led to increased vessel activity also in subchondral bone suggests that extracellular DMP1 may protect articular cartilage from vessel invasion, which accompanies neoinnervation of the tissue and sensation of pain in osteoarthritis patients^40,41^. Moreover, DMP1-mediated inhibition of angiogenesis in bone may be useful in arresting growth of tumours including osteo- and chondrosarcomas^42–44^. In future studies, we will address the precise molecular mechanism of how extracellular DMP1 inhibits VEGF signalling in type H endothelium. Particularly we will investigate if the inhibition of VEGFR3 expression is mediated directly by DMP1 or if it is an indirect effect via the inhibition of VEGFR2 signalling^21^.

Under the influence of systemic hormones, bones of male mice acquire higher mass and cortical thickness than females, which is already evident at early puberty^45^ (3–5 weeks). As the weight of male mice is also greater than females at this age it is likely that the load perceived by individual osteoblasts in male and female bones is equivalent during growth according to the principles of isometric scaling^46^. This may explain why the triggering of FAM20C upregulation and DMP1 secretion happens in both genders at the same age despite the difference in absolute body weight, and presumably after a key mechanical threshold has been reached. Our results suggest that mechanical force is a key player in the control of angiogenesis in bone and hence bone growth, acting locally on bones in addition to systemic sex hormones^24–26^. However, the signalling downstream of PIEZO1 that results in enhanced FAM20C expression remains to be elucidated. Moreover, potential effects of sex hormones on PIEZO1 receptor sensitivity should be analysed in future studies.

Based on our finding that FAM20C upregulation is induced by loading and it happens first in the OF centre, we hypothesise that the central part of the OF is exposed to the highest mechanical strain since it is a spot where the loading from all four domes of the GP gets integrated. Moreover, there is no cortical bone underneath to absorb this loading (Supplementary Fig. 8r). The translation of these findings into two-legged humans, where the loading distribution and control of bone growth might be different, remains to be examined in follow-up studies.

The data presented here demonstrate that mechanical forces transmitted through PIEZO1 play a crucial role in the regulation of skeletal development and bone maturation via FAM20C-mediated extracellular DMP1 accumulation and its control of blood vessel subtypes in bone. This knowledge may be applied in bone healing studies^47^, as well as in different kinds of bone pathologies featuring abnormal bone growth activity, including osteoarthritis, osteosarcoma and osteoporosis.

## Methods

### Mice

*Tie2*-GFP reporter mice (Tg(TIE2GFP)287Sato/J, Stock No: 003658) were purchased from Jackson Laboratory. For analysis of wild-type femurs, C57BL/6N and C57BL/6J mice were used. C57BL/6J mice were used for double neurectomy experiments. *Dmp1*^-/-^ and *Dmp1*^fl/fl^ mice were produced by microinjection of C57BL/6J zygotes with Cas9 protein and synthetic guide RNA gDMP#1 (TTGGGAAGATAACCGCTTAG) and gDMP#2 (CAGCTGAGGCGAGTACCACA). Thereby Exon 6, which encodes 80% of the DMP1 protein, was deleted to generate constitutive *Dmp1*-deficient mice (Supplementary Fig. 4). 

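The annotation of GRCm38 gives Dmp1 1 transcript with 6 exons on chromosome 5, of which 5 hold coding sequence. Exon 6 reaches from 104211640 to 104214102 and is 2463 bp long. It holds 1329 of the 1509 coding bases, or 88.1%, with the stop codon left out, and the other coding exons hold 11.9%. The stop codon ends at 104212971 and is followed by 1131 bases of untranslated sequence. Intron 5, upstream of exon 6, spans 104210147 to 104211639. The guide gDMP#2, CAGCTGAGGCGAGTACCACA, matches the plus strand of exon 6 at 104213500 to 104213519, in the untranslated part, and its match starts 529 bases after the last base of the stop codon. The reference sequence around this site is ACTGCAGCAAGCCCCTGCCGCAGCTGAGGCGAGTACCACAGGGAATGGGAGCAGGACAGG, in which the match is followed by the protospacer-adjacent motif GGG. The guide gDMP#1 matches 0 annotated transcripts. Transcript sequences hold no introns or flanking sequence, so a target of gDMP#1 outside the exons could not be located.

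**Figure D3:**
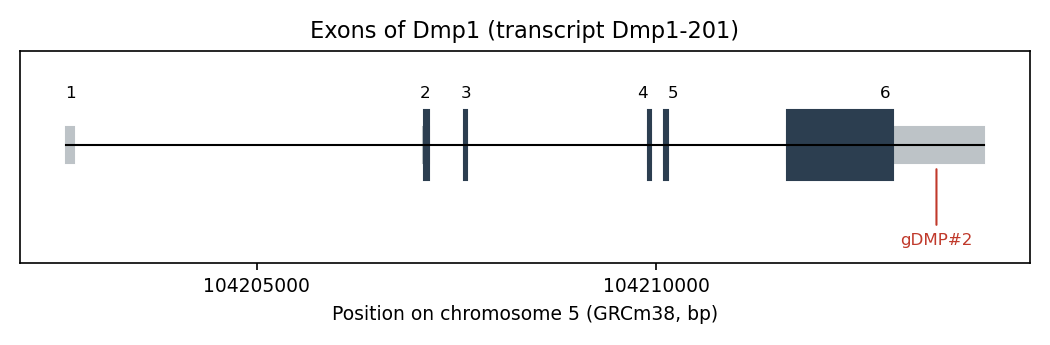
Exons 1 to 6 of Dmp1 along chromosome 5 of GRCm38, with coding sequence as tall dark boxes, untranslated sequence as low grey boxes and the position of gDMP#2 in red. Exon 6 holds 88.1% of the coding sequence, and gDMP#2 lies in its untranslated part.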

For inducible deletion of *Dmp1*, loxP sites were inserted at the site of the gRNA target sites flanking Exon 6 using a customised gene targeting vector: 500 bp upstream of Exon 6 and 500 bp downstream of the open reading frame (ORF). *Dmp1*-floxed mice were bred with *Col1a2-CreERT2* mice, which were kindly provided by Prof. Dr. Thomas Blankenstein (Charité, Berlin). To induce Cre activity and gene deletion, 4-week-old offspring (both *CreERT2*^*+/-*^ and also *CreERT2*^*-/-*^ controls) was injected intraperitoneally with 50 mg/kg of tamoxifen (Sigma, T5648) for 5 consecutive days: P28-32. The resulting *Dmp1*^i∆OB^ (*CreERT2*^*+/-*^*Dmp1*^fl/fl^) mutants and control (*CreERT2*^*-/-*^*Dmp1*^fl/fl^) mice were killed on day P42 (6 weeks) and the bones were collected for analysis. *Piezo1*^fl/fl^-*Dmp1Cre* and *Piezo2*^fl/fl^-*Dmp1Cre* were described before^28^. *Cre*-negative littermates were always used as controls. The vasculature phenotype of tamoxifen-injected *CreERT2*^-/-^ control mice was identical to regular WT mice (cf. Fig. 2a (Centre) to Fig. 2h (Control)). Thus, injection of tamoxifen as such did not affect the vasculature at the doses administered.

In all experiments, both genders were analysed together and no gender-specific differences were observed. All mice were bred under specific pathogen-free (SPF) conditions and treated according to the requirements of the German and UK legislation. Mice were kept in approved animal-care facilities and were housed 4–6 per cage in standard individually ventilated cages, maintained with a 12 h light/dark cycle at an ambient temperature of 21 °C and 45% to 65% relative humidity with wood shavings bedding and nesting material. Mice had ad libitum access to tap water and standard rodent chow (Altromin - LASQCdiet™ Rod16, Autoclavable, 10 mm). The age of mice, when they were used for the experiment was between 3 and 15 weeks, the precise age is always indicated in the text. All animal experiments were performed according to relevant laws and institutional guidelines (DRFZ, Berlin, Germany and University of Oxford, Oxford, UK) and were approved by German and UK animal ethics committees (LAGeSo license number G0175/19 and Project (Vincent) license as granted by the UK Home Office).

### Laser microdissection

*Tie2*-GFP mice were killed via cervical dislocation at 4 weeks or 12 weeks of postnatal development. Femurs were immediately collected and frozen in SCEM medium using dry ice-isopropanol-hexane cooling bath. After freezing the blocks were kept at −80 °C until cryosectioning. The temperature of the cryostat chamber and the knife was −32 °C and -34 °C, respectively. For cryosectioning, type D knife for hard tissue was used. All surfaces including the knife were cleaned with RNaseZap before use. Cryosectioning was performed with Kawamoto’s films for LMD. To minimise RNA degradation, 12 µm sections were mounted into the metal frame directly after cutting and transported in the evaporating phase of liquid nitrogen. Laser microdissection was performed using Leica LMD7 device with fluorescent lamp for endothelial cell identification. To minimize the humidity during microdissection, constant flow of evaporating liquid nitrogen was applied. The microdissected pieces were collected into lysis buffer (ARCTURUS® PicoPure® RNA Isolation Kit). Approximately 50 pieces were collected from each sample. Immediately after collection, the Eppendorf tube containing the sample was briefly centrifuged and incubated at 42 °C for 10 min. Afterwards, it was vortex shortly and frozen on dry ice and kept at −80 °C until RNA isolation.

### RNA sequencing and analysis

RNA was isolated using ARCTURUS® PicoPure® RNA Isolation Kit according to manufacturer’s instructions. Illumina libraries were generated using SMART-Seq v4 Ultra Low Input RNA Kit (Takara Clontech) and Nextera XT DNA Sample Preparation Kit (Illumina), with up to 10 ng of purified cDNA. The quality of synthesised cDNA was checked using Bioanalyzer (Agilent). For sequencing, Illumina NextSeq500 device was used generating 75 bp paired-end reads. Reads were mapped to the mouse mm10 genome using TopHat2 (PMID: 23618408) and Bowtie2 (PMID: 22388286) with default settings^48^. Further analysis was done with R 3.4.0 using the default settings of the deseq2 package (PMID:25516281). To identify the genes with the highest significance, fold change and decent expression level, the following filtering strategy was applied: mean expression value >500, Log_2_ FC > 0.66, *P* < 10^−5^. 

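In the deposited counts, 2190 genes had a mean normalized count over 500. Of these, 461 also had a log2 fold change over 0.66 in size and an unadjusted p under 0.05 in edgeR's quasi-likelihood test. With P taken as the adjusted p, as on the axis of Fig. 1a, 0 genes passed the filter. With P taken as the unadjusted p, 47 genes had a p under 1e-05, of which 32 met all criteria, 24 higher in juvenile and 8 higher in adult mice. DESeq2's default settings and the adjusted p gave 77 genes, 50 higher in juvenile and 27 higher in adult mice. Among these were 23 of the genes labelled in Fig. 1a. The labelled genes that did not pass with DESeq2 were Hba-a2, with an adjusted p of 3.6e-05 (3.6e-05 to 0.0454 over the alternatives with all 9 libraries), and Kcnk1, with an adjusted p of 1.7e-05 (1.7e-05 to 0.0245 over the same alternatives).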

The heat map for selected genes was generated by plotting log2-transformed read counts.

### Immunohistochemistry

Mouse bones were processed as described previously^49^. Briefly, the bones were collected, cleaned from surrounding tissue and muscles, and immediately fixed in 4% freshly prepared ice-cold paraformaldehyde (PFA) for 4 h on ice. Afterwards, the bones were washed 3 times in ice-cold PBS followed by decalcification in 0.5 M EDTA solution (pH=7.5) for 24 h under constant agitation at 4 °C. Cryoprotection was done overnight in 20% sucrose and 2% PVP solution at 4 °C immediately after decalcification. Afterwards, 5 ml of embedding medium (8% gelatine, 20% sucrose and 2% PVP in PBS) was added per falcon tube and the bones were incubated in it for 45 min at 60 °C followed by embedding into cryomolds. The femurs were always oriented the same way with the anterior side facing the bottom of the mould. After embedding the samples were left at room temperature (RT) for 30 min for complete medium solidification. The blocks were kept at −80 °C in air-tight containers until cryosectioning. Cryosectioning was performed using NX70 ThermoFischer cryostat at −25 °C and −27 °C for chamber and blade, respectively. The disposable low-profile blades N35 for hard tissue (207500006, Feather) were used for cutting. 100 µm sections were generated and transferred onto Superfrost slides (J1800AMNT, Thermo Fisher Scientific). The slides were kept at −20 °C until staining. For immunostaining, bone sections were air-dried, permeabilized in 0.3% Triton X-100 for 15 min, blocked in 10% donkey serum at RT for 30 min, and incubated with the primary antibodies diluted in 5% donkey serum in PBS for 2 h at RT or overnight at 4 °C. After primary antibody incubation, sections were washed with PBS three times and incubated with corresponding secondary antibodies for 1 h at RT. Nuclei were counterstained with Hoechst (1:1000, 33342, Thermo Fischer Scientific). After incubation with secondary antibodies, sections were washed three times with PBS and mounted with Fluoromount-G medium (00-4958-02, Thermo Fischer Scientific). The list of used primary and secondary antibodies is provided in the Supplementary Information (Supplementary Table 1 and 2).

### RNAScope

Freshly dissected mouse femurs were fixed in 4% freshly prepared PFA for 24 h at 4 °C followed by washings in PBS. Cryoprotection was performed via overnight incubations in 10, 20, and 30% sucrose at 4 °C. Bones were frozen in SCEM medium. The frozen blocks were kept at −80 °C until cryosectioning. Kawamoto cryofilms type 3C(16UF) were used for cryosectioning. The sections were air-dried in the cryotome for 15 min and stored at −80 °C in the slide box with molecular sieves inside. For RNAScope assay, sections were air-dried at RT for 5 min, washed in PBS for 5 min and baked on 60 °C hot plate for 30 min followed by additional fixation in 4% PFA at 4 °C for 15 min. Afterwards, the sections underwent 5 min dehydration steps in ethanol gradient: 50, 70, and 100% (x2). The sections were air-dried again for 5 min followed by 10 min incubation in hydrogen peroxide and washings in distilled water. The target retrieval buffer was prewarmed in the steamer for ~10 min up to 75 °C. The slides were submerged into it and left in the steamer for 10 min. The temperature in the steamer was 95 °C. Afterwards, the slides were washed in distilled water and dehydrated in 100% ethanol for 10–15 s. The slides were air-dried for 5 min at RT or overnight. Protease III was applied, and the slides were incubated in the Hybez Oven for 30 min followed by washings in distilled water. The rest of the RNAScope procedure was performed according to the standard RNAScope® Multiplex Fluorescent v2 Assay protocol.

### Double neurectomy

Mice received pre-emptive pre-operative subcutaneous analgesia. In all, 5 mm pieces of sciatic and femoral nerves of the right hind limb were cut out in 4-4.5-week-old C57BL/6J mice under general anaesthesia using isoflurane. After surgery, the mice were housed without tubes and on soft bedding. It was observed that all mice dragged the operated right limb without stepping on it. Mice were killed at the age of 5.5–6 weeks and the bones were collected for further analysis. The contralateral left femur was always used as control and was analysed in pair with the operated unloaded right femur.

### In vitro culture of bone slices

Femurs were collected from 4-week-old C57BL/6 J mice. Half of the bone together with knee metaphysis was cut and frozen in 2.5% agarose on ice with subsequent cooling in liquid nitrogen. Under the sterile work bench, the frozen block was fixed on the sample holder for cryosectioning, which was placed on dry ice. 400−500 µm-thick slices of femur were produced using sterile disposable blade for hard tissue. Every slice was placed into a well of a 96-well PRC plate filled with StemMACS™ OsteoDiff Media (Miltenyi Biotec). The position of the slice is depicted in Fig. 4a. At least two slices per femur were generated, each of them was placed into a separate plate. The plates were kept at 37 °C with 5% CO_2_ in a humidified atmosphere. One plate with slices was centrifuged twice daily at 19 *g* (the lowest possible speed of the centrifuge) at 37 °C for 30 min. The control plate was not subjected to centrifugation. The medium was changed every 2.5 days. After 5 days of culture, the slices were fixed in 4% PFA on ice for 30 min followed by washings in PBS and decalcification for 30 min in 0.5 M EDTA on the cooling element under constant agitation. Cryoprotection was done in 20% sucrose and 2% PVP solution in PBS at 4 °C overnight. The slices were frozen in embedding medium (8% gelatine, 20% sucrose and 2% PVP in PBS). 100 µm sections were prepared using the NX70 Cryotome (Thermo Fischer Scientific). The sections were stored at −20 °C until immunostaining. The staining was performed as described in the paragraph “Immunohistochemistry”. Paired analysis was done based on the slices derived from the same mouse.

### Image acquisition

All immunofluorescent and RNAScope-multifluorescent stainings were acquired at high resolution with Zeiss LSM-880 confocal microscope using 20x or 63x objectives. All microscope settings including laser power were kept constant throughout the experiments within the same type of samples and same staining panels. All immunostained samples were always acquired in Z-stack mode followed by maximum intensity projection.

### Image analysis

The images were processed and analysed using ImageJ and CellProfiler software, in compliance with *Nature’s* guide for digital images. Quantification of immunofluorescent images: first, the total intensity of a fluorescent staining in a region of 300 µm width and 150 µm depth (from the growth plate towards the caudal region) was measured. Next, the area occupied by the protein was calculated by creating a mask (cf. Supplementary Fig. 2). Then the normalised intensity was calculated by dividing the total intensity by the occupied area (DMP1, EMCN) or by the total cell density (FAM20C). When the total amount of a protein per region was analysed, we used the total intensity without further normalisation to the area occupied by it (DMP1, pVEGFR2, MMP9). Background subtraction using ImageJ software was always done prior to quantification.

For RNAScope-multifluorescent images, the central and peripheral regions of 600 µm × 300 µm area underneath the growth plate were analysed. A cell was counted as *Runx2*^+^ or *Osx*^+^ if it contained at least one bright dot of the corresponding probe at 200x magnification. The final figures were compiled using Adobe Illustrator 2021 software (version 25.0.1).

### Endothelial cell culture

The mouse capillary endothelial cell line bEnd.3^50^ was kindly provided by Prof. Dr. Alf Hamann (Charité, Berlin). The cells were cultured in ATCC-formulated Dulbecco’s Modified Eagle’s Medium (Catalogue No. 30-2002) containing 10% FCS and 100 U/mL penicillin and 100 mg/mL streptomycin. The cells were maintained at 37 °C with 5% CO_2_ in a humidified atmosphere. Cells were cultured with recombinant DMP1 (40 nM) for 4 or 24 h. At the end of this incubation time, VEGF (50 ng/ml) was added to the cells for 15-20 min with subsequent cell fixation for immunocytochemistry or RNA collection for qPCR.

### Immunocytochemistry

bEnd.3 cells were cultured in 8- or 16-well slide chambers (Tissue Tek). By the end of the experiment, cells were fixed in 4% freshly prepared ice-cold PFA for 10 min. Afterwards, they were washed 3 times with PBS and blocked in PBS containing 10% FCS for 30 min. The primary antibodies were applied for 1 h at RT in PBS containing 5% FCS and 0.1% Tween-20. After primary antibody incubation, cells were washed 3 times with PBS-Tween-20 (0.1%) and incubated with appropriate secondary antibodies diluted in PBS containing Hoechst (1:1000) for 1 h at RT. Finally, the cells were washed again three times with PBS and mounted using Fluoromount-G medium (Thermo Fischer Scientific).

### qPCR

mRNA of bEnd.3 cells was isolated with the NucleoSpin RNA XS kit (Macherey Nagel) according to the manufacturer’s protocol. cDNA was generated with TaqMan Reverse Transcription Reagents and quantified with PowerUp™ SYBR™ Green Master Mix using QuantStudio Real-Time PCR System (Thermo Fischer Scientific). The following primers were used: *Fos* (forward: CACTCCAAGCGGAGACAGAT, reverse: TCGGTGGGCTGCCAAAATAA), *Gapdh* (forward: AAGGTGATCCCAGAGCTGAA, reverse: CTGCTTCACCACCTTCTTGA). *Fos* expression was normalised to *Gapdh*.

### Von Kossa staining

The samples were prepared as described in paragraph “RNAScope”. The staining was done according to the manufacturer’s instructions (Silver plating kit acc. to von Kossa, Merck Millipore, #100362). Briefly, 10 µm undecalcified femur sections were placed in distilled water for 1 min followed by incubation in silver nitrate solution for 5 min under direct sunlight. Afterwards, the samples were washed in running tap water for 3 min and incubated in sodium thiosulfate solution for 5 min. Then the samples were washed in running tap water for 1 min and mounted in water-based mounting medium. The images were acquired with Leica DM750 equipped with Leica ICC50 W Camera Module using LAS software and analysed with ImageJ software (version 2.0.0).

### Histomorphometry

Dissected skeletons were fixed in 3.7% PBS-buffered formaldehyde for 18 hours, before they were stored in 80% ethanol. Bones were dehydrated in ascending alcohol concentrations and then embedded in methylmethacrylate for undecalcified histology as described^51^. Histological sections of 4 μm thickness from the sagittal plane were stained by von Kossa/van Gieson procedures as described^52^. Histomorphometry was performed according to the ASBMR guidelines using the OsteoMeasure histomorphometry system (OsteoMetrics, Decatur, GA, USA).

### Statistics

Statistical analysis was carried out using GraphPad Prism software (version 8.0d and 8.4). Normal distribution was tested using Shapiro-Wilk and Kolmogorov–Smirnov tests. In case of normal distribution parametric two-tailed paired *t*-test or unpaired *t*-test were used. For non-Gaussian distribution, non-parametric tests were used: two-tailed Wilcoxon test for paired analysis and two-tailed Mann–Whitney test for unpaired analysis. *P* < 0.05 was considered significant. Mice with body weight that was >20% below the average weight of their littermates were excluded from the inducible *Dmp1*-deletion experiments. All image quantifications were done automatically upon manual blinded selection of central and peripheral OF regions of the same size. Sample numbers are indicated in figure legends. Reproducibility was ensured by several independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Reporting Summary

## Data Availability

RNA sequencing data are available at gene expression omnibus (GEO) under the accession number GSE148804. Source data are provided with this paper. All other data supporting the key findings of this study are available from the corresponding authors upon request.

## Source data

Source Data

## References

[1] Berendsen AD, Olsen BR (2015). Bone development. Bone.

[2] Kusumbe AP, Ramasamy SK, Adams RH (2014). Coupling of angiogenesis and osteogenesis by a specific vessel subtype in bone. Nature.

[3] Ramasamy SK, Kusumbe AP, Wang L, Adams RH (2014). Endothelial Notch activity promotes angiogenesis and osteogenesis in bone. Nature.

[4] Romeo SG (2019). Endothelial proteolytic activity and interaction with non-resorbing osteoclasts mediate bone elongation. Nat. Cell Biol..

[5] Ramasamy SK (2016). Regulation of hematopoiesis and osteogenesis by blood vessel–derived signals. Annu. Rev. Cell Dev. Biol..

[6] Xu R (2018). Targeting skeletal endothelium to ameliorate bone loss. Nat. Med..

[7] Langen UH (2017). Cell-matrix signals specify bone endothelial cells during developmental osteogenesis. Nat. Cell Biol..

[8] Pirotte S (2011). Dentin matrix protein 1 induces membrane expression of VE-cadherin on endothelial cells and inhibits VEGF-induced angiogenesis by blocking VEGFR-2 phosphorylation. Blood.

[9] Feng JQ (2006). Loss of DMP1 causes rickets and osteomalacia and identifies a role for osteocytes in mineral metabolism. Nat. Genet..

[10] Feng JQ (2003). The dentin matrix protein 1 (Dmp1) is specifically expressed in mineralized, but not soft, tissues during development. J. Dent. Res..

[11] Liu P (2017). Specific ablation of mouse Fam20C in cells expressing type i collagen leads to skeletal defects and hypophosphatemia. Sci. Rep..

[12] Qin C (2003). Evidence for the proteolytic processing of dentin matrix protein 1: Identification and characterization of processed fragments and cleavage sites. J. Biol. Chem..

[13] Sun Y (2010). Failure to process Dentin Matrix Protein 1 (DMP1) into fragments leads to its loss of function in osteogenesis. J. Biol. Chem..

[14] Ye L (2005). Dmp1-deficient mice display severe defects in cartilage formation responsible for a chondrodysplasia-like phenotype. J. Biol. Chem..

[15] Lorenz-Depiereux B (2006). DMP1 mutations in autosomal recessive hypophosphatemia implicate a bone matrix protein in the regulation of phosphate homeostasis. Nat. Genet..

[16] Rios HF (2005). DMP1 is essential for osteocyte formation and function. J. Musculoskelet. Neuronal Interact..

[17] Gerber HP (1999). VEGF couples hypertrophic cartilage remodeling, ossification and angiogenesis during endochondral bone formation. Nat. Med..

[18] Maes C (2002). Impaired angiogenesis and endochondral bone formation in mice lacking the vascular endothelial growth factor isoforms VEGF164 and VEGF188. Mech. Dev..

[19] Yang YQ (2012). The role of vascular endothelial growth factor in ossification. Int. J. Oral. Sci..

[20] Tammela T (2008). Blocking VEGFR-3 suppresses angiogenic sprouting and vascular network formation. Nature.

[21] Zarkada G, Heinolainen K, Makinen T, Kubota Y, Alitalo K (2015). VEGFR3 does not sustain retinal angiogenesis without VEGFR2. Proc. Natl Acad. Sci. USA.

[22] Tammela T (2011). VEGFR-3 controls tip to stalk conversion at vessel fusion sites by reinforcing Notch signalling. Nat. Cell Biol..

[23] Holmes DIR, Zachary I (2004). Placental growth factor induces FosB and c-Fos gene expression via Flt-1 receptors. FEBS Lett..

[24] Nilsson O, Marino R, de Luca F, Phillip M, Baron J (2005). Endocrine regulation of the growth plate. Horm. Res..

[25] Khosla S, Monroe DG (2018). Regulation of bone metabolism by sex steroids. Cold Spring Harb. Perspect. Med..

[26] Chagin AS (2004). Estrogen receptor-β inhibits skeletal growth and has the capacity to mediate growth plate fusion in female mice. J. Bone Miner. Res..

[27] Tagliabracci VS (2012). Secreted kinase phosphorylates extracellular proteins that regulate biomineralization. Science.

[28] Tagliabracci VS (2015). A single kinase generates the majority of the secreted phosphoproteome. Cell.

[29] Li X (2019). Stimulation of Piezo1 by mechanical signals promotes bone anabolism. eLife.

[30] Sun W (2019). The mechanosensitive Piezo1 channel is required for bone formation. eLife.

[31] Zhou T (2020). Piezo1/2 mediate mechanotransduction essential for bone formation through concerted activation of NFAT-YAP1-β-catenin. eLife.

[32] Wang L (2020). Mechanical sensing protein PIEZO1 regulates bone homeostasis via osteoblast-osteoclast crosstalk. Nat. Commun..

[33] Hendrickx G (2020). Piezo1 Inactivation in Chondrocytes Impairs Trabecular Bone Formation. J. Bone Miner. Res..

[34] Ye L (2004). Deletion of dentin matrix protein-1 leads to a partial failure of maturation of predentin into dentin, hypomineralization, and expanded cavities of pulp and root canal during postnatal tooth development. J. Biol. Chem..

[35] Ozcivici E (2010). Mechanical signals as anabolic agents in bone. Nat. Rev. Rheumatol..

[36] Lang T (2004). Cortical and trabecular bone mineral loss from the spine and hip in long-duration spaceflight. J. Bone Miner. Res..

[37] Keyak JH, Koyama AK, LeBlanc A, Lu Y, Lang TF (2009). Reduction in proximal femoral strength due to long-duration spaceflight. Bone.

[38] Ceroni D (2012). Effects of cast-mediated immobilization on bone mineral mass at various sites in adolescents with lower-extremity fracture. J. Bone Joint. Surg. - Ser. Am..

[39] Peng Y, Wu S, Li Y, Crane JL (2020). Type H blood vessels in bone modeling and remodeling. Theranostics.

[40] Suri S (2007). Neurovascular invasion at the osteochondral junction and in osteophytes in osteoarthritis. Ann. Rheum. Dis..

[41] Vincent TL (2020). Peripheral pain mechanisms in osteoarthritis. Pain.

[42] Duffaud F (2019). Efficacy and safety of regorafenib in adult patients with metastatic osteosarcoma: a non-comparative, randomised, double-blind, placebo-controlled, phase 2 study. Lancet Oncol..

[43] Davis LE (2019). Randomized double-blind phase II study of regorafenib in patients with metastatic osteosarcoma. J. Clin. Oncol..

[44] Chow W (2020). Results of a prospective phase 2 study of pazopanib in patients with surgically unresectable or metastatic chondrosarcoma. Cancer.

[45] Callewaert F (2010). Sexual dimorphism in cortical bone size and strength but not density is determined by independent and time-specific actions of sex steroids and IGF-1: Evidence from pubertal mouse models. J. Bone Miner. Res..

[46] Stern T (2015). Isometric scaling in developing long bones is achieved by an optimal epiphyseal growth balance. PLoS Biol..

[47] McDermott AM (2019). Recapitulating bone development through engineered mesenchymal condensations and mechanical cues for tissue regeneration. Sci. Transl. Med..

[48] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[49] Kusumbe AP, Ramasamy SK, Starsichova A, Adams RH (2015). Sample preparation for high-resolution 3D confocal imaging of mouse skeletal tissue. Nat. Protoc..

[50] Sikorski EE, Hallmann R, Berg EL, Butcher EC (1993). The Peyer’s patch high endothelial receptor for lymphocytes, the mucosal vascular addressin, is induced on a murine endothelial cell line by tumor necrosis factor-alpha and IL-1. J. Immunol..

[51] Schinke T (2009). Impaired gastric acidification negatively affects calcium homeostasis and bone mass. Nat. Med..

[52] Dempster DW (2013). Standardized nomenclature, symbols, and units for bone histomorphometry: a 2012 update of the report of the ASBMR Histomorphometry Nomenclature Committee. J. Bone Miner. Res..

How the deposited data were processed for this re-analysis (not part of the article)

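The deposited data cover 1 experiment, the sequencing of RNA from laser-microdissected single capillaries with their surrounding cells from the OF of juvenile mice aged 4 weeks (n = 5) and adult mice aged 12 weeks (n = 4). Ages were taken from the sample labels and the legend of Fig. 1. Replicate numbers come from the labels, which number the libraries of each age on their own. Libraries with the same number came from different mice, so the numbers were not taken as pairs in the reported test.

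The authors prepared the libraries with a SMART-Seq kit for low RNA input, sequenced paired-end reads, mapped them to the mouse mm10 genome with TopHat2 and Bowtie2 at default settings, and deposited 1 table of whole-number counts per library, without normalization or filtering. Each table lists the same 39179 Ensembl genes, and 21512 of them have a count in at least 1 library. The paper's text does not name the program that counted the reads, its strand setting, the handling of read pairs or the annotation release. Gene symbols and positions were taken from the GENCODE annotation of GRCm38, in which 96.2% of the gene identifiers have an entry. At least 99.3% of the counts of each library fall on those genes.

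Library totals ranged from 4856833 to 8077362 counts. The smallest share that a library can show was set at 3 counts, and this floor covers counting error only. No 2 libraries were copies of each other in the 36 pairs compared.

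Ages were compared with edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr with its default settings, library sizes were the totals of the kept genes, scaling was by TMM, dispersions were estimated with estimateDisp, and the quasi-likelihood F test compared the ages in a model without other covariates. The p-values were adjusted with the Benjamini-Hochberg method, and a gene was called differentially expressed at an adjusted p under 0.05. Single values with 5 libraries against 4 were compared with a two-sided exact permutation test of the difference in means over all splits of the libraries. CPM on the log2 scale used a prior count of 2. The overlap of ECM genes with the called genes was tested with Fisher's exact test over the tested genes. The spread of the libraries was the distance to the centroid of the age over the 500 most variable genes after the variance-stabilising transformation of DESeq2 1.42.0, multiplied by the square root of n over n minus 1. Marker genes of 13 cell types were summarised by their mean log2 CPM. The paper's filter was applied as a mean normalized count over 500, a log2 fold change over 0.66 in either direction and an adjusted p under 1e-05.

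The genes named in the text are those the paper names or labels legibly in Fig. 1a and, in each direction, the 5 genes with the smallest adjusted p among those with an adjusted p under 0.05, a mean normalized count over 500 and no overlap between the ages. This rule gave 44 genes. The list of 262 ECM genes, the marker genes, the design of each test and the alternatives were written before the data were examined, except for 2 alternatives named as added and the tests of explanations that the closing parts name as chosen after the results were seen.

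The alternatives were edgeR with DESeq2's size factors or the upper quartile in place of TMM, DESeq2 with its default settings and with a prior on fold changes, limma 3.58.1 voom with sample quality weights, no filter on low counts, a minimum of 10 counts in every library, the replicate number as a block, offsets for gene length and GC content with and without the block, counts thinned at random to the smallest library total, a comparison without haemoglobin, immunoglobulin, mitochondrial and Y-linked genes and Xist, and each library left out in turn. For the spread and the marker genes, other transformations, gene numbers, prior counts and summaries were tried. DESeq2 is the tool the paper names for its comparison. The paper's R version is earlier than the one used here.

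The fits were tested on simulated counts drawn from the means and library sizes of the real libraries, with 200 genes changed by known fold changes. The edgeR test called 71 of the changed genes (35.5%), and 4.05% of its calls were unchanged genes. DESeq2 with its default settings called 93 of them (46.5%), and 19.1% of its calls were unchanged genes. These shares come from a single draw, with 3 unchanged genes called by edgeR and 22 by DESeq2. Each simulated gene had the same dispersion in both ages, while the real adult libraries spread farther than the juvenile ones. The shares therefore do not measure false calls in the real data.

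Genome and transcript positions of Dmp1 and of the guide RNAs were taken from the annotation and transcript sequences of GRCm38, counted from 1. Conclusions from immunostaining, RNAScope, cell culture, loading experiments and mutant mice have no deposited files and were left without values. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.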

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

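The tests of library size, of macrophage content and of B cell content in this part were chosen only after the results were seen, and the test of sex-linked genes was chosen before.

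Among 124 groups of 4 or 5 libraries, 5 had a library set apart from the others, by Dixon's ratio of its gap to the nearest library over the range of the group, and chance alone gives 6.2. Vegfa in juvenile replicate 2 was at 320.1 normalized counts against 606 to 693 in the other juvenile libraries (gap over range 0.766). Kcnk1 in adult replicate 1 was at 63.1 normalized counts against 273 to 309.8 in the other adult libraries (gap over range 0.849). No explanation was tested for these genes. The remaining 3 concern adult replicate 2. Its H2-Aa count was 846 normalized counts against 1425 to 1527 in the other adult libraries (gap over range 0.85). Its mean log2 CPM of neutrophil marker genes was 1.94 against 6.75 to 7.73 (gap over range 0.831), and that of adipogenic stroma marker genes was 3.67 against 4.98 to 5.19 (gap over range 0.86). Adult replicate 2 also lay farthest from the centroid of its age. After every library was thinned to the smallest total its distance was 17.3 and that of the other adult libraries was at most 14.9, so library size did not account for its position. With as many groups set apart as chance gives, a group taken by itself cannot be told apart from chance. The total does not consider which library is set apart, so it cannot decide whether 3 of the 5 fell on adult replicate 2 by chance. No biological explanation was tested.

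The paper does not report sex-linked genes. Juvenile replicates 4 and 5 had 524 and 439 counts on Ddx3y, and the other libraries at most 1. Counts on Xist were 11 and 1 in these libraries and at least 2965 in the others. Of the 9 libraries, 7 had more Xist than Y-linked counts, 3 of 5 juvenile and 4 of 4 adult libraries. A candidate explanation is that juvenile replicates 4 and 5 came from male mice and the other libraries from female mice. The paper states that both genders were analysed together and that no gender-specific differences were observed. Because adult libraries of the other pattern are missing, the ages differ in the pattern of sex-linked counts and, under the candidate explanation, in sex composition. Over all 9 libraries, a difference between the ages in a gene that depends on sex cannot be told apart from this imbalance, and only the comparison over the 7 libraries is free of it.

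Marker genes of erythroid cells and neutrophils, which the paper does not discuss, were higher in adult mice. The mean log2 CPM of the erythroid genes was higher by 4.00 and that of the neutrophil genes by 5.66, and each of 4 adult libraries lay above each of 5 juvenile libraries (two-sided exact permutation test, p = 0.00794 for each, adjusted p = 0.0516 over 13 marker sets). Both have the smallest p the design allows, and with only 2 such sets among 13 neither could pass the adjustment. With thinned counts the differences, juvenile minus adult, were -3.96 and -6.26, so library size did not account for them. A candidate explanation is a larger share of RNA from these cells in the adult pieces. More such cells near the capillaries of adult mice and more marrow cut together with the capillaries would give the same counts, and no test could separate them, so the pattern cannot be told apart from a difference in dissection.

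Cd74 and H2-Aa had the smallest adjusted p among genes with a mean normalized count over 500. The paper's text does not name these genes, and they are not among the legible labels of Fig. 1a. Their log2 fold changes were -2.56 (standard error 0.20) for Cd74 and -2.92 (standard error 0.25) for H2-Aa, each with an adjusted p of 0.000154 from edgeR, and each of 4 adult libraries lay above each of 5 juvenile libraries. With thinned counts their mean log2 fold change was -2.72, so library size did not account for it. Their mean log2 CPM, juvenile minus adult, was -2.74. Relative to macrophage marker genes this difference was -0.165 (exact permutation test, p = 0.865), and relative to B cell marker genes other than Cd74 it was -0.995 (exact permutation test, p = 0.31). More macrophages or more B cells in the adult pieces may account for part of the difference, but not in adult replicate 2. There the macrophage genes (2.61) and the B cell genes other than Cd74 (0.65) lay within the range of the juvenile libraries (2.06 to 3.86 and -0.22 to 2.83), while Cd74 at 6102 and H2-Aa at 846 normalized counts lay above every juvenile library, at most 1857 and 212. The macrophage genes also varied widely between adult libraries (SD 2.02, n = 4), so a large p relative to them is weak evidence. The marker genes of macrophages themselves were higher in adult mice by 2.57 (exact permutation test, p = 0.0556, adjusted p = 0.189), which does not pass the adjustment. The overlap of the ages comes from adult replicate 2. Without it the difference, juvenile minus adult, was -3.58 with full separation of the ages (exact permutation test, adjusted p = 0.058, and 0.058 to 0.371 over the 9 fits that each left out one library).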

How the results depend on the processing

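The 2 alternatives called added here were chosen after seeing the data. They are the coefficient of juvenile mice against the mean of both ages from DESeq2 with a prior, and the comparison over the 7 libraries with more Xist than Y-linked counts.

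Dmp1 was higher in juvenile mice with an adjusted p under 0.05 in every fit run. Its log2 fold change was 1.81 to 2.08 over 14 alternatives (adjusted p from 2.65e-11 to 0.00426 from edgeR, limma and DESeq2), 1.76 to 2.07 over the 9 fits that each left out one library, and 0.90 and 2.21 under the added alternatives. The greater distance of adult libraries to their centroid kept its direction in all 7 alternatives (exact permutation test, p = 0.00794 in each) and in the 9 fits without one library (6.24 to 8.63, exact permutation test, p from 0.0179 to 0.0286, which are the smallest these designs allow). No marker set had an adjusted p under 0.05 in any alternative. In the reported setting, 2 of 13 sets, erythroid and neutrophil, had an unadjusted p under 0.05 and were fully separated, and 0.0516 is the smallest adjusted p that 2 of 13 sets can reach with an exact permutation test of 5 libraries against 4. As a median over the set, the osteoclast and neutrophil sets had an adjusted p of 0.0516 and the erythroid set 0.0688. Without adult replicate 2, the erythroid, neutrophil, macrophage and adipogenic stroma sets were fully separated, each with an adjusted p of 0.058. The number of libraries therefore limits this result. With adjustment over all genes tested, no mechanoreceptor had an adjusted p under 0.05 in any fit, while 1 of 4 had an unadjusted p under 0.05 in edgeR.

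The number of differentially expressed genes, 520, was 460 to 647 with other scalings, filters, offsets, thinned counts, left-out gene classes and limma voom. DESeq2 with default settings gave 1490 genes (719 higher in juvenile, 771 higher in adult), 19 ECM genes higher in adult against 9, and 77 genes passing the paper's filter (50 and 27) against 0. With a prior it gave 1331 genes (630 and 701), 18 ECM genes higher in adult and 75 passing the filter (50 and 25). Of the 461 genes past the other criteria at an unadjusted p under 0.05, edgeR passed 0. On a single draw of simulated counts, with the same dispersion in both ages, 19.1% of DESeq2's calls and 4.05% of edgeR's calls were unchanged genes. Those shares do not measure false calls in the real data. The unadjusted p gave 32 genes passing the filter (24 and 8), a minimum of 10 counts gave 3 (0 and 3) with 15 ECM genes higher in adult, and the added coefficient gave 37 (23 and 14). The cause was not tested.

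Without one library, the fits gave 262 to 651 differentially expressed genes, 145 to 306 higher in juvenile and 117 to 345 higher in adult mice, and 14 to 21 ECM genes higher in juvenile mice. Over the 7 libraries with more Xist than Y-linked counts there were 73 genes (42 and 31), with 10 ECM genes higher in juvenile and 1 higher in adult mice, and the odds ratio of ECM genes among genes higher in adult mice was 2.73 (Fisher's exact test, p = 0.315, against 5.06e-06 to 0.0112 over the alternatives with all 9 libraries and 2.27e-05 to 0.0149 without one library).

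With the replicate number as a block, 89 genes were called (53 and 36), 86 of them among the 520, with 8 and 4 ECM genes higher in juvenile and adult mice. With the block and a gene length offset the counts were 85 (47 and 38) with 5 and 3 ECM genes, and with the block and a GC content offset 86 (48 and 38) with 7 and 4 ECM genes. Deviations from the mean of the age correlated at 0.011 on average for same-numbered libraries and at -0.0027 for the others, so the numbers do not pair the libraries.

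Results that changed sign were not past an adjusted p of 0.05 on either side, and the cause was not tested. Sox9 was -1.80 and 0.0816 with limma voom. Emcn was 0.08, and -0.069 with the block, -0.0328 with the gene length offset, -0.17 with both, -0.0396 with the block and GC content offset, and -0.12 to 0.37 without one library. The other log2 fold changes that crossed 0 without one library were Kdr (-0.25 to 0.0785, and 0.0487 over the 7 libraries), Mmp9 (-0.0585 to 0.22) and Hif1a (-0.11 to 0.32). The difference of the osteoblast markers was -0.397 as a median over the set, that of endothelial markers was -0.211 to 0.065 without one library and 0.039 over the 7 libraries, and that of chondrocyte markers was -1.91 to 0.358 without one library.

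Of 28 named genes called besides Dmp1, 19 kept their call in every alternative that tested them, apart from the added ones. Hba-a2 is among them and was not tested in the comparison without haemoglobin genes. Other values lost an adjusted p under 0.05 in 28 gene and alternative pairs, of which the block made most, and gained one in 5. Slit3 and Sp7 accounted for the 12 losses without one library. Over the added alternatives there were 12 losses and 2 gains. Sost had 0 counts in juvenile replicate 2 and Sox9 in adult replicate 3, and neither is among the libraries with the fewest counts.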

Differences from the paper's values

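Log2 fold changes of 9 genes could be read by eye in Fig. 1a, and all 9 differ from those computed here. The paper's value for Dmp1 is about 0.9 in Fig. 1a, read by eye, and the value here is 1.93. The paper's source data for Fig. 1b equalled the Dmp1 values computed here with DESeq2's size factors. Their means differ between the ages by 1.86 on the log2 scale. For Dmp1 the gap therefore also lies between Fig. 1a and Fig. 1b, and different counts do not account for it. The paper's values in Fig. 1a, read by eye, are about -1.1 for Nmb, about -1.3 for H2-Ab1, about 0.9 for Pcolce and about 0.92 for Cpz, and the values here are -2.18, -2.68, 1.86 and 1.93. For Gpr153, Pf4, Cxcl12 and Col1a1 the paper's values in Fig. 1a, read by eye, are about 1.4, about -1.6, about -1.2 and about 0.66, and the values here are 2.98, -6.60, -2.59 and 1.37. None of the alternatives set before the data were examined closed the gap for any of the 9 genes. DESeq2's default settings gave 1.91 for Dmp1 and its prior on fold changes gave 1.81. The coefficient of juvenile mice against the mean of both ages was also taken from DESeq2 with a prior. All 9 of its values lay within their own standard error of the values read by eye, which have no stated error. This setting was chosen after seeing the values. It gave 0.90 for Dmp1, -1.07 for Nmb, -1.29 for H2-Ab1, 0.89 for Pcolce, 0.92 for Cpz, 1.36 for Gpr153, -1.56 for Pf4, -1.18 for Cxcl12 and 0.66 for Col1a1.

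Fig. 1a marks genes that pass the paper's filter, and edgeR passed 0 genes. The settings that passed genes were DESeq2's default settings (77 genes, with 23 of the 25 labelled genes), DESeq2 with a prior on fold changes (75 genes, with 23 of the labelled genes), the unadjusted p in place of the adjusted one (32 genes), a minimum of 10 counts in every library (3 genes), and the coefficient chosen after seeing the values (37 genes, with 23 of the labelled genes).

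Among the labelled genes of Fig. 1a, Nmb is drawn with the highest significance. Here Cd74 and H2-Aa, which are not among the legible labels, had a smaller adjusted p than Nmb. The adjusted p was 0.000154 for both and 0.000206 for Nmb from edgeR, and 2.45e-30 for Cd74, 1.52e-26 for H2-Aa and 3.9e-24 for Nmb from DESeq2's default settings. Over the alternatives with all 9 libraries it was 2.13e-30 to 0.00305 for Cd74, 8.97e-27 to 0.00305 for H2-Aa and 2.63e-24 to 0.015 for Nmb. The labelled gene H2-Ab1 also had a smaller adjusted p than Nmb from edgeR (0.000159), but not from DESeq2's default settings (6.16e-23). Pcolce, also labelled, had the same adjusted p as Nmb from edgeR.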

Other observations

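The tests of sex composition, of upper quartile scaling and of library size for Dmp1 in this part were chosen only after the results were seen, and the other tests were chosen before.

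The number of differentially expressed genes was set against other splits of the 9 libraries into groups of 5 and 4. Of 100 splits drawn from all possible ones, 1 gave as many genes, the real one, and the same held for the genes higher in juvenile mice, the genes higher in adult mice, and the ECM genes higher in juvenile and in adult mice. The highest number of genes in another split was 2 and the median was 0. Among the 16 splits that part every pair of same-numbered libraries, 1 gave as many, again the real one for all 5 counts, a share that cannot fall under 6.25%. The remaining splits keep at least 1 such pair together. Thinning every library to the smallest total gave 546 genes, an offset for gene length gave 511, an offset for GC content gave 537, and upper quartile scaling, which a few abundant genes hardly move, gave 526. Of the 520 genes, 494, 440, 497 and 517 were among those called in these fits, so the explanations do not account for most of the 520 genes, while single calls depend on the setting, most with the gene length offset. Over the 3 juvenile and 4 adult libraries with more Xist than Y-linked counts the number was 73, and other choices of 3 juvenile libraries against the 4 adult ones gave 57 to 211. Of the 10 choices, 3 gave as few as 73 or fewer, so the smaller number of libraries lowers the count in choices of either composition.

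The greater spread of adult libraries was 7.30. It was 7.11 with thinned counts, 7.59 over the libraries with more Xist than Y-linked counts, and 5.43 (74.4% of it) without the marker genes of blood and marrow cells and the genes that follow them (exact permutation test, p = 0.00794). Library size, sex composition and leaving out these genes therefore did not remove it. Genes were taken to follow these cells by their correlation with the mean of all such markers, so genes following a single cell type could stay. Chondrocyte markers, which were not left out as a set, varied more between adult libraries (SD 2.61, n = 4) than juvenile ones (SD 0.871, n = 5). Cell content is therefore not excluded as a source of the spread. Differences in where and how much was cut in each mouse could not be tested, because the data do not record them, and the spread cannot be told apart from them.

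Higher Dmp1 in juvenile mice was set against osteoblast content. Relative to the mean log2 CPM of osteoblast marker genes, Dmp1 was -0.565 ± 0.427 (SD, n = 5) in juvenile and -2.20 ± 0.41 (SD, n = 4) in adult mice (two-sided exact permutation test, p = 0.00794), and the osteoblast marker genes differed by 0.255 (exact permutation test, p = 0.0873). As a median over the set the osteoblast marker genes differed by -0.397, so the value of Dmp1 relative to them depends on the summary. With thinned counts the log2 fold change of Dmp1 was 1.93. The juvenile libraries with more Xist than Y-linked counts had at least 9167 normalized counts of Dmp1 (9166.9 in the lowest), and the highest adult library had 3095. A change of Dmp1 expression with age, or a change in the share of cells at the stage that expresses it, may explain these values.

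Several other genes that the paper names in its text were measured between the ages. Fam20c had a log2 fold change of 0.62 (standard error 0.22, adjusted p = 0.14, edgeR), Runx2 0.62 (standard error 0.22, adjusted p = 0.149, edgeR) and Sp7, which encodes Osterix, 1.02 (standard error 0.23, adjusted p = 0.027, edgeR). Slit3 had a log2 fold change of 0.94 (standard error 0.22, adjusted p = 0.0348, edgeR). The call of Slit3 was lost in 7 of the fits that each left out one library and that of Sp7 in 5. Sost was at -3.40 (standard error 1.03, adjusted p = 0.0881, edgeR) and Fos at -1.78 (standard error 0.61, adjusted p = 0.134, edgeR). Both were called by DESeq2, Sost with an adjusted p of 0.00772 at default settings and 0.00873 with a prior, and Fos with 0.0406 and 0.0403. Sost was also called by limma voom (adjusted p = 0.0483). Over the alternatives with all 9 libraries the adjusted p was 0.00772 to 0.152 for Sost and 0.0403 to 0.166 for Fos. The log2 fold changes of Emcn, Kdr, Flt4, Vegfa, Mmp9 and Hif1a were 0.08, -0.04, 0.49, 0.15, 0.13 and 0.17, with adjusted p-values from 0.663 to 0.965 from edgeR. The mean log2 CPM of endothelial marker genes differed by -0.062 (exact permutation test, p = 0.81).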
